# Disruption of the *Trichoderma reesei gul1* gene stimulates hyphal branching and reduces broth viscosity in cellulase production

**DOI:** 10.1093/jimb/kuab012

**Published:** 2021-02-10

**Authors:** Qinqin Zhao, Qin Liu, Qi Wang, Yuqi Qin, Yaohua Zhong, Liwei Gao, Guodong Liu, Yinbo Qu

**Keywords:** Hyphal morphology, *Trichoderma reesei*, Cellulase, Protein production, Filamentous fungus

## Abstract

Hyphal morphology is considered to have a close relationship with the production level of secreted proteins by filamentous fungi. In this study, the *gul1* gene, which encodes a putative mRNA-binding protein, was disrupted in cellulase-producing fungus *Trichoderma reesei*. The hyphae of Δ*gul1* strain produced more lateral branches than the parent strain. Under the condition for cellulase production, disruption of *gul1* resulted in smaller mycelial clumps and significantly lower viscosity of fermentation broth. In addition, cellulase production was improved by 22% relative to the parent strain. Transcriptome analysis revealed that a set of genes encoding cell wall remodeling enzymes as well as hydrophobins were differentially expressed in the Δ*gul1* strain. The results suggest that the regulatory role of *gul1* in cell morphogenesis is likely conserved in filamentous fungi. To our knowledge, this is the first report on the engineering of *gul1* in an industrially important fungus.

## Introduction

The ascomycete fungus *Trichoderma reesei* (teleomorph *Hypocrea jecorina*) is widely used for industrial cellulase production in the world (Bischof et al., 2016). The cellulase hyper-producing mutant of *T. reesei* was reported to produce up to 100 g/l of proteins in industry (Cherry & Fidantsef, 2003). Moreover, *T. reesei* has been developed as a promising chassis for the production of heterologous proteins (e.g., lipase and pharmaceutical proteins) (Landowski et al., 2016; Rantasalo et al., 2019). Therefore, understanding the biological processes involved in protein production in *T. reesei* is important for rational engineering of strains for industrial applications. In the past decades, most of the work in this field has been focused on transcriptional regulation, which critically affects the synthesis level of cellulases (Druzhinina & Kubicek, 2017).

The linkage between morphology and productivity has been observed in many industrial filamentous fungi (Grimm et al., 2005; Quintanilla et al., 2015). First, the filamentous morphology of cells affects the viscosity and consequently the efficiency of mass transfer in the fermentation broth. Second, the action of shear stress on long hyphae could be harmful to cell health in submerged fermentation. Third, the frequency of hyphal branching might have a direct influence on secreted protein production, as protein secretion is reported to be preferably occur at hyphal tips (Li et al., 2019; Wosten et al., 1991). In *T. reesei*, freely dispersed or clumped mycelia are generally observed during submerged fermentation for cellulase production (Ahamed & Vermette, 2009; Choy et al., 2011). Using different cultivation media, a positive correlation was observed between the number of tips and cellulase production (Ahamed & Vermette, 2009). Hyphal pellets were also reported for *T. reesei* cultures at low inoculum size or in the presence of specific kinds of surfactants (Callow & Ju, 2012; Domingues et al., 2000). Because the changes of cultivation parameters often affect multiple cell functions (e.g., nutrition and membrane permeability), the relationship between morphology and cellulase production is hard to discern in many studies.

Genetic engineering of morphology has been performed in some fungal species based on the knowledge of cell growth and development. For example, deletion of a kinesin-encoding gene *kipA* in *Aspergillus glaucus* resulted in more compact mycelial clumps, lower viscosity of culture, and higher production of aspergiolide A than the parent strain (Cai et al., 2014). Through the screening of 90 gene deletion mutants with morphological changes, Lin et al. (2018) found that the disruption of *gul-1* gene in *Neurospora crassa* caused the formation of hyphal pellets in submerged cultivation, which significantly reduced the viscosity of culture. The protein product of *gul-1* and nuclear DBF2-related (NDR) kinase COT-1 comprise a pathway regulating cell wall integrity and morphogenesis in *N. crassa* (Herold & Yarden, 2017; Terenzi & Reissig, 1967). This pathway has been studied more comprehensively in *Saccharomyces cerevisiae*, where the activity of Ssd1 (GUL-1 homolog) is regulated by CBK1 (COT-1 homolog) through phosphorylation (Kurischko, Kim, et al., 2011). During polarized growth, phosphorylated Ssd1 binds to a specific set of mRNAs and promotes their asymmetric localization. Under stress conditions, Ssd1 is suggested to be dephosphorylated, and carries the mRNAs binds to mRNA processing bodies (P-bodies) and stress granules to repress their translation (Kurischko, Kim, et al., 2011; Kurischko, Kuravi, et al., 2011).

While the close homologs of GUL-1/Ssd1 are present in many industrial fungi, their roles in morphogenesis and the relevant strain engineering have been less reported. In this study, we performed the disruption of *gul1* gene in *T. reesei*. The *gul1* disruption mutant exhibited a hyper-branching morphology and reduced cell wall integrity compared with the parent strain. In addition, the mutant showed a lower viscosity of fermentation broth and higher cellulase production than the parent, suggesting that *gul1* disruption is an effective strategy for morphological engineering of *T. reesei*.

## Materials and Methods

### Construction of Strains

*T. reesei* QP4, a uracil auxotrophic strain derived from the strain QM9414 through deleting the *pyr4* gene (Zhong et al., 2016), was used as a parent for strain construction. The *gul1* gene knockout cassette was constructed using the double-joint PCR method (Yu et al., 2004). First, the upstream and downstream sequences of *gul1* were amplified from the genomic DNA of QP4 using primer pairs gul1-UF/gul1-UR and gul1-DF/gul1-DR, respectively. The *Aspergillus niger pyrG* gene was amplified from the genomic DNA of *T. reesei* SCB18 using primer pair pyrG-F1/pyrG-R1, and employed as a selection marker. The SCB18 strain carries *A. niger pyrG* gene after previously reported genetic manipulations (Gao, Qian, et al., 2017). The above fragments were fused together, and the primer pair gul1-NF/gul1-NR was used as nested primers to amplify the entire gene knockout cassette. The *gul1* overexpression cassette was constructed by fusing the P*pdc1* promoter, *gul1* coding and downstream sequences, and *A. niger pyrG* together. The cassettes were then transformed into the protoplasts of QP4 as described by Penttilä et al. (1987). Transformants were screened and purified on minimal medium plates, and identified by PCR using indicated primers. To construct the reference strain QPP, the *A. niger pyrG* gene was transformed into the QP4 protoplasts, and the transformants with *pyrG* integrated into the genome were identified through PCR using the primer pair pyrG-F1/pyrG-R1. All the primers used in this study were listed in Supplementary Table S1.

### Cultivation

The strains were cultivated on potato dextrose agar (PDA) plates at 30°C for 7 days for conidiation. The conidia were harvested by washing PDA plates with distilled water containing 0.9% (wt/vol) NaCl and 0.01% (wt/vol) Tween 80. For mycelial growth study, fresh conidia were inoculated into 50 ml minimal medium at a final concentration of 10^6^ per ml, and the Erlenmeyer flasks were incubated in a rotary shaker at 200 rpm at 30°C. For cellulase production, the strains were first grown in minimal medium for 36 hr, and then 5 ml culture was inoculated to 50 ml cellulase production medium for continued cultivation.

The minimal medium contained (g/l): glucose 20.0, (NH_4_)_2_SO_4_ 5.0, KH_2_PO_4_ 15.0, MgSO_4_·7H_2_O 0.6, CaCl_2_ 0.6, peptone 2.0, FeSO_4_·7H_2_O 0.005, MnSO_4_·H_2_O 0.0016, ZnSO_4_·7H_2_O 0.0014, and CoCl·6H_2_O 0.002. The cellulase production medium contained (g/l): microcrystalline cellulose 20.0, corn steep liquor 20.0, KH_2_PO_4_ 5.0, (NH_4_)_2_SO_4_ 2.0, MgSO_4_·7H_2_O 0.6, and CaCl_2_ 1.0.

### Phenotype Analysis on Agar Plates

One microliter of conidial suspension (10^6^ per ml) of strains was inoculated on the center of PDA or cellulose agar plates, and then cultivated at 30°C. The cellulose agar plate was the same with minimal medium agar plate except that glucose was replaced by 2% (wt/vol) ball-milled cellulose. The diameters of colonies on agar plates were measured every day. For stress sensitivity analysis, the strains were inoculated on minimal medium plates supplied with different chemicals as indicated, and cultivated at 30°C unless specifically stated.

### Microscopy Analysis

The conidia were inoculated to cellulose agar plates with coverslips inserted to the medium. Images of hyphae on cellulose agar plates or mycelia in liquid minimal medium were acquired with Eclipse 80i upright microscope (Nikon, Japan), and analyzed using the ImageJ 1.8.0 software (Schneider et al., 2012). The *L*_hgu_ (length of a hyphal growth unit) value was calculated by dividing the hyphal length by the number of tips (Quintanilla et al., 2015). Fifty hyphae were measured for each strain.

### Biomass Measurement

The mycelial biomass in 50 ml liquid minimal medium was collected by vacuum filtration and washed with distilled water. The mycelia were dried to constant weight at 60°C and weighed. Due to the insolubility of microcrystalline cellulose, the biomass in cellulase production medium was measured indirectly by determining the amount of internal protein. Specifically, 1 ml of culture broth was centrifuged at 8,000 *g* for 30 min, and then the precipitate was washed with 0.9% (wt/vol) NaCl solution. Next, the precipitate was resuspended in 1 ml of 1 M NaOH solution and incubated at 200 rpm for 1 h at room temperature. The suspension was centrifuged at 8,000 *g* for 10 min, and the protein content of the supernatant was determined by the Bradford Protein Assay Kit (Sangon Biotech, Shanghai, China).

### Viscosity Measurement

The viscosity of fermentation broth was measured using digital viscometer NDJ-5S (Lichen Bangxi Instrument Co. Ltd., Shanghai, China) according to the manufacturer's instructions. The instrument drives a spindle (immersed in the test sample) through a calibrated spring, and measures the viscous drag of the fluid against the spindle by the spring deflection. One hundred ml of culture broth in a 100 ml beaker was used for measurement with three repeats at room temperature. No. 2 spindle supplied with the viscometer was used with the rotation speed set at 6 rpm. Data in the measurement range of 20– 40% were recorded after the readings were stable.

### Cellulase Activity Assay and SDS–PAGE

The culture broth was centrifuged at 8,000 *g*, 4°C for 10 min to collect supernatant. Filter paper activity was determined with Whatman No. 1 filter paper as the substrate as previously described (Gao, Li, et al., 2017). One unit of enzyme activity was defined as the amount of enzyme required to release 1 μmol glucose equivalent from the substrate per minute. For SDS–PAGE, equal volumes (15 µl) of culture supernatants were supplemented with loading buffer, boiled for 10 min, and loaded onto a 12% SDS polyacrylamide separating gel for electrophoresis at 120 V for 1 hr.

### RNA-seq

The strains were first grown in minimal medium for 36 hr. Then, 5 ml culture was inoculated to 50 ml cellulase production medium with 10 g/l microcrystalline cellulose as the sole carbon source, and then cultured for 48 hr in biological triplicates. Mycelia were harvested by vacuum filtration and frozen immediately in liquid nitrogen. Total RNA was isolated from ground mycelia using RNAiso Reagent (TaKaRa, Japan) according to the manufacturer's instructions. High-throughput sequencing of RNA samples was performed by Personal Biotechnology Co., Ltd. (Shanghai, China). Briefly, mRNA was purified from total RNA using poly-T oligo attached magnetic beads, and then sequencing libraries were generated using the TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA). The products with an average insert size of 380 bp were purified using the AMPure XP system (Beckman Coulter, Beverly, CA, USA), and quantified using the Agilent high sensitivity DNA assay on a Bioanalyzer 2100 system (Agilent). Paired-end sequencing was performed on a NovaSeq 6000 platform (Illumina) with a read length of 150 bp. The clean reads obtained after raw data processing were mapped to the reference genome of *T. reesei* QM6a (NCBI assembly accession: GCF_000167675.1) using HISAT2 (Kim et al., 2019). Count values on each gene were quantified using HTSeq (Anders et al., 2015). FPKM (fragments per kilobase per million mapped fragments) was used to standardize the gene expression values. DESeq 1.30.0 (Anders & Huber, 2010) was used to identify the genes of significantly differential expression with combined thresholds (|log2FoldChange| > 1 and *p* < .05).

### Prediction of GPI Anchored Proteins

The list of proteins with signal peptides predicted by SignalP was downloaded from the JGI genome portal (https://mycocosm.jgi.doe.gov/Trire2/Trire2.home.html). The proteins were then used for the prediction of GPI anchored proteins using the online tool NetGPI-1.0 (Gíslason et al., 2021).

### Statistical Analysis

Statistical significance tests of differences were performed by calculating *p* values with two-tailed homoscedastic *t*-test in the software Microsoft Office 2016 Excel (Microsoft, USA).

## Results

### Annotation and Disruption of the *gul1* Gene in *T. reesei*

Reciprocal BLASTp analysis identified the protein product of gene Trire2_77084 (NCBI RefSeq accession number: XP_006964501.1) in *T. reesei* wild-type strain QM6a as the ortholog of *N. crassa* GUL-1 (Martinez et al., 2008). However, the predicted protein sequence of *T. reesei* GUL1 lacks around 250 amino acids at the N-terminal when aligned with *N. crassa* GUL-1. 

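In the annotation of the QM6a assembly to which the RNA-seq reads of this study were mapped, *gul1* is listed as TRIREDRAFT_77084 and lies on its scaffold from 490338 to 494014. The nearest annotated genes are TRIREDRAFT_121363 on one side, from 484568 to 486413, and TRIREDRAFT_106378 on the other, from 495878 to 496894. In mycelia grown for 48 hr in cellulose medium, the *gul1* transcript was present at 83.1 ± 3.53 FPKM (fragments scaled by gene length and by a total per library; SD, n = 3 cultures) in the reference strain QPP, where the gene is intact. In Δ*gul1*, from which the major part of the gene was deleted, it was at 0.769 ± 0.200 FPKM (SD, n = 3). The log2 fold change of FPKM plus 1, after scaling between the libraries, was −5.69 (SE 0.107, adjusted *p* = 1.73e-07 by limma with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between −5.76 and −5.60. TRIREDRAFT_121363 was at 37.2 ± 1.54 FPKM in QPP and 41.4 ± 1.00 FPKM in Δ*gul1* (adjusted *p* = 0.969, same limma test). TRIREDRAFT_106378 starts 1863 bp beyond the end of *gul1*, at the locus where the knockout cassette was integrated. It was at 4.13 ± 1.04 FPKM in QPP and 38.5 ± 1.80 FPKM in Δ*gul1* (log2 fold change 2.82, SE 0.144, adjusted *p* = 1.59e-05 by limma with Benjamini-Hochberg adjustment). The next genes outward, TRIREDRAFT_59862 and TRIREDRAFT_33894, had log2 fold changes of 0.14 and 0.09, with adjusted *p* of 0.243 and 0.608 from limma.

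**Figure D1:**
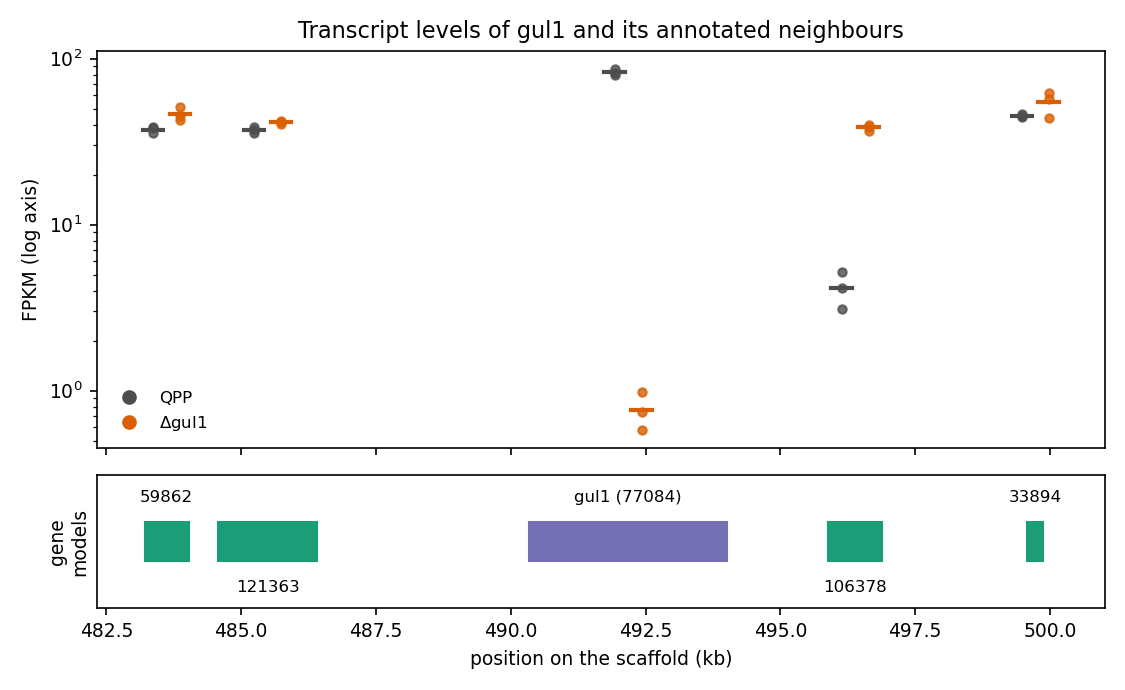
FPKM of *gul1* and of the 2 annotated genes on each side (log axis; points, libraries; bars, means of 3 libraries) above the gene models, drawn to scale by position in kb; points stand beside the centre of their gene, QPP to the left and Δ*gul1* to the right. *gul1* is lower and TRIREDRAFT_106378 higher in every Δ*gul1* library than in every QPP library.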

Manual check of the genome sequence suggested that the *gul1* gene was mis-annotated in strain QM6a, while the annotation in mutant strain Rut-C30 (TrireRUTC30_1_24555; GenBank accession number: ETS03006.1) is correct.

The 1,349 amino acid-long sequence of *T. reesei* GUL1 has an identity of 76.8% with *N. crassa* GUL-1. Although predicted to have a ribonuclease II/R domain, *T. reesei* GUL1 should not have a ribonuclease activity due to the lack of some key amino acid residues (e.g., metal ion binding sites) for catalysis, which is a common feature for GUL-1/Ssd1 orthologs (Supplementary Fig. S1). In addition, *T. reesei* GUL1 possesses several putative Cbk1/COT-1 phosporylation sites, of which some are conserved between *S. cerevisiae, N. crassa*, and *T. reesei* (data not shown).

The major part of *gul1* gene was deleted via homologous recombination in *T. reesei* QP4, a uridine auxotrophic strain constructed from strain QM9414 (Zhong et al., 2016) (Supplementary Fig. S2). One of the generated *gul1*-disrupted mutants was named Δ*gul1* and used for further study. To exclude possible differences between genetic complementation and nutritional supplementation (Pronk, 2002), QP4 was also transformed with the selection marker gene *pyrG* to generate the auxotrophy-complemented reference strain QPP (via random integration). In this study, there is actually no significant difference between QP4 and QPP when uracil was supplemented in the culture medium.

### The Disruption of *gul1* Increased Hyphal Branching

On PDA plate, the Δ*gul1* strain showed a slower radial growth than reference strains QP4 and QPP (Fig. 1a). In addition, the colony of Δ*gul1* was more compact, and had a smoother edge, than those of reference strains (Fig. 1b). On the medium with cellulose as the sole carbon source, the difference in colony morphology among strains was less remarkable.

**Fig. 1.**
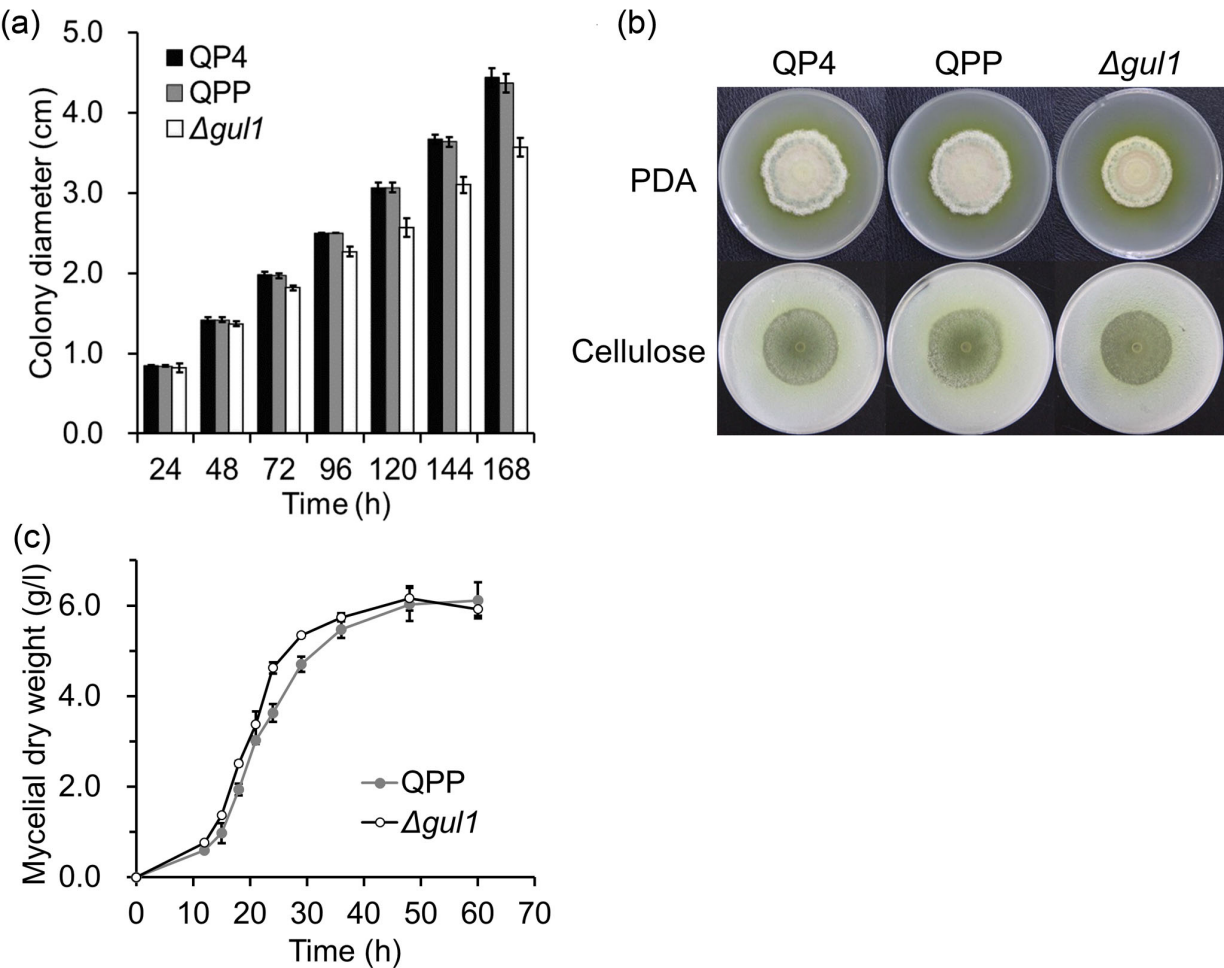
The effect of *gul1* disruption on the growth of *T. reesei*. For the growth on agar plates, Triton X-100 at a concentration of 0.1% (wt/vol) was included in the media. (a) The diameters of fungal colonies on PDA plates. Data represent mean ± S.D. (error bars) from triplicate cultivations. (b) The morphology of colonies on PDA plates and cellulose agar plates (see section Materials and Methods). Photos were taken after 168 hr of cultivation. (c) The growth in liquid minimal medium. Data represent mean ± S.D. (error bars) from triplicate cultivations.

The growth of strains was also compared in liquid medium with 2% (wt/vol) glucose as the sole carbon source. The Δ*gul1* strain accumulated higher biomass than the reference strain QPP at the early stage of cultivation (Fig. 1c). Nevertheless, the calculated maximum specific growth rate of Δ*gul1* (0.15 h^−1^) was lower than that of QPP (0.19 h^−1^). This result was consistent with the higher germination rate of the conidia of Δ*gul1*. According to microscopic observation, the mean percent of germination for conidia of Δ*gul1* was 24.84% (54/213) after 10 hr of incubation, while that of QP4 and QPP was 14.00% (35/250) and 13.81% (25/181), respectively.

The Δ*gul1* strain showed a hyper lateral branching phenotype on cellulose agar plate when examined with microscope (Fig. 2a). The significant lower *L*_hgu_ value of Δ*gul1* than QPP (179.6 μm versus 293.5 μm) clearly suggested that *gul1* disruption increased hyphal branching (Fig. 2b). This hyper-branching phenotype was in line with the lower radial growth rate of Δ*gul1*.

**Fig. 2.**
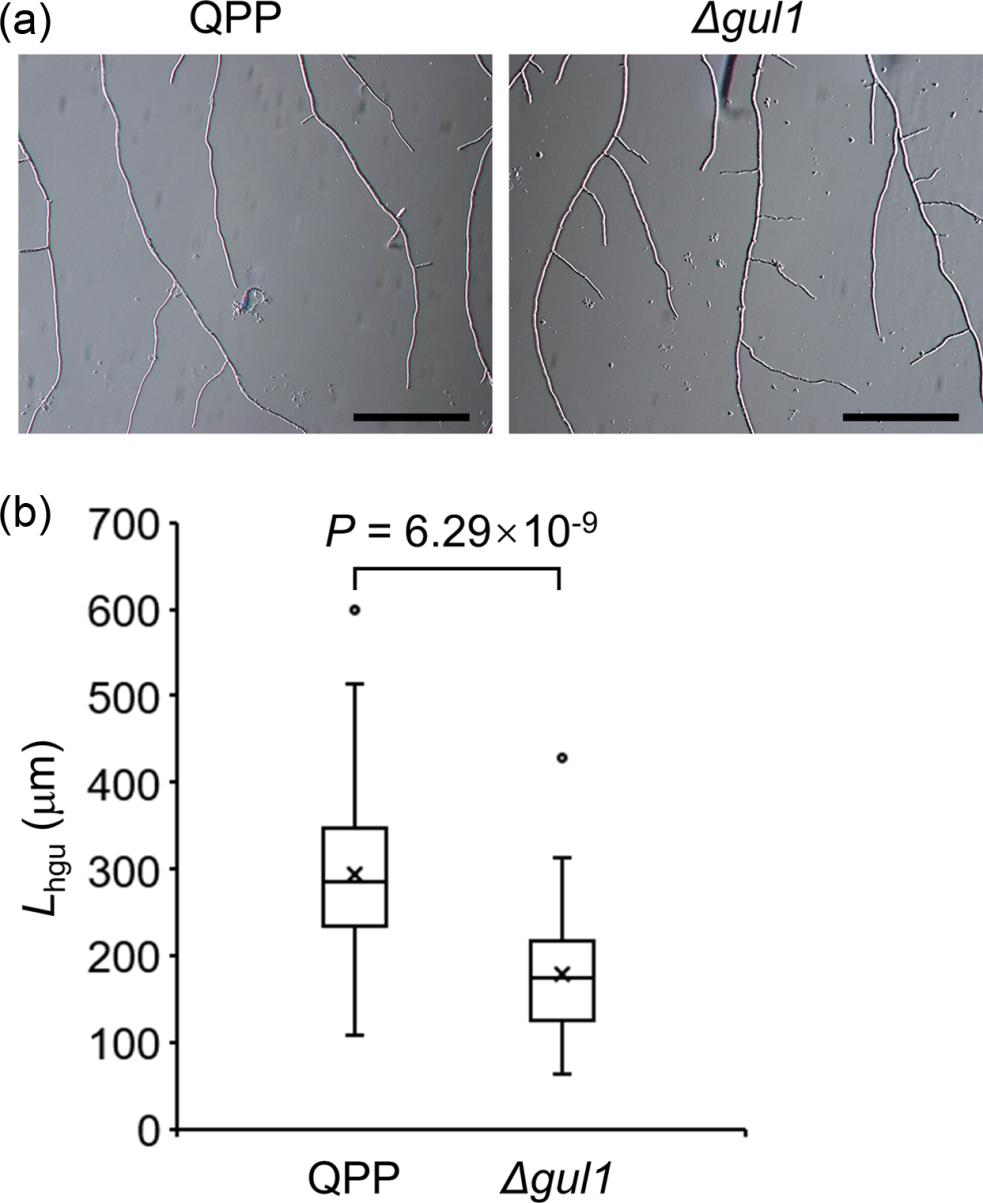
Disruption of *gul1* increased hyphal branching on cellulose agar plates. Photos were taken after 24 hr of cultivation. (a) The morphology of hyphae. Scale bar, 50 μm. (b) The *L*_hgu_ values (see section Materials and Methods) quantified by measuring 50 hyphae for each strain. The cross markers indicate mean values.

### The *Δgul1* Strain Formed Smaller Clumps in Liquid Medium

The disruption of *gul1* also changed the morphology of mycelia in liquid medium. The mycelia of reference strains were wound into clumps in liquid minimal medium, with irregular shapes and uneven distributions. By contrast, the mycelial clumps of Δ*gul1* were more uniform and inclined to be pelleted (Fig. 3a). The different morphologies of mycelia were also remarkable when examined under microscope. While the hyphae of reference strains were intertwined into network structures, Δ*gul1* formed smaller and more compact clumps throughout the cultivation (Fig. 3b).

**Fig. 3.**
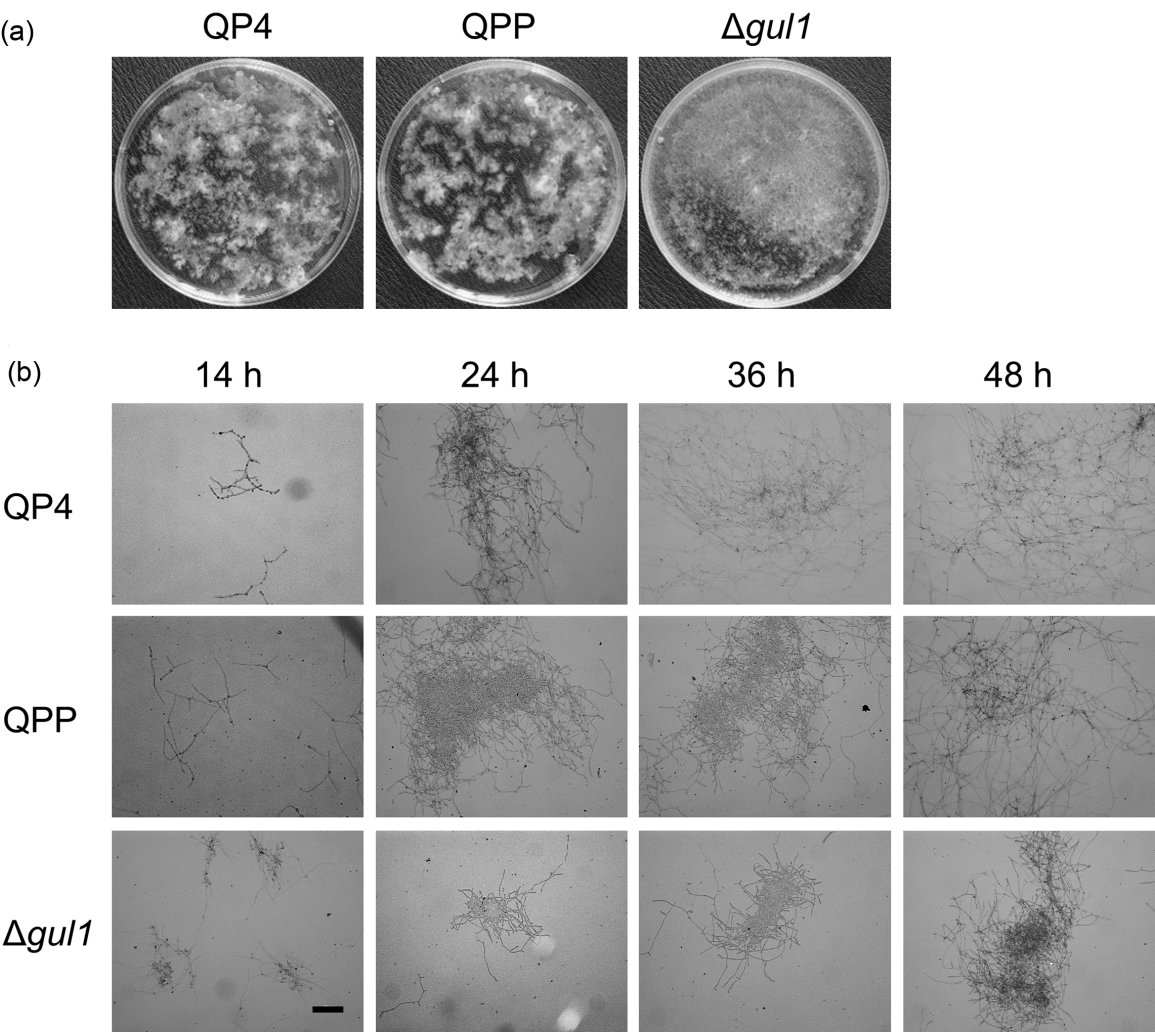
The effect of *gul1* disruption on the morphology in liquid minimal medium. (a) The macro-morphology of strains in shake flasks. The culture broths after 36 hr of cultivation were poured into 9-cm petri dishes for photo taking. (b) Representative microscopic images of mycelia at different time points of cultivation. Scale bar, 100 μm.

### The Δ*gul1* Strain Showed Lower Culture Viscosity and Increased Protein Production During Cellulase Fermentation

Considering the wide use of *T. reesei* in cellulase production, we compared the Δ*gul1* and reference strains in a cellulase production medium, where 2% (wt/vol) cellulose served as a carbon source. Under this condition, the strains formed more compact mycelial clumps relative to those in glucose medium. Similarly, smaller mycelial clumps were observed for Δ*gul1* than the reference strains (Fig. 4a). In addition, the broth viscosity of Δ*gul1* was dramatically lower than that of the reference strain, particularly in the early stage of cultivation (Fig. 4a). The viscosity at 48 hr was 141.3 mPa s for Δ*gul1*, which was approximately 40% of that of reference strain QPP (356.7 mPa s). Mycelial autolysis was observed after 120 hr, when the broth viscosity dropped below 100 mPa s for both strains.

**Fig. 4.**
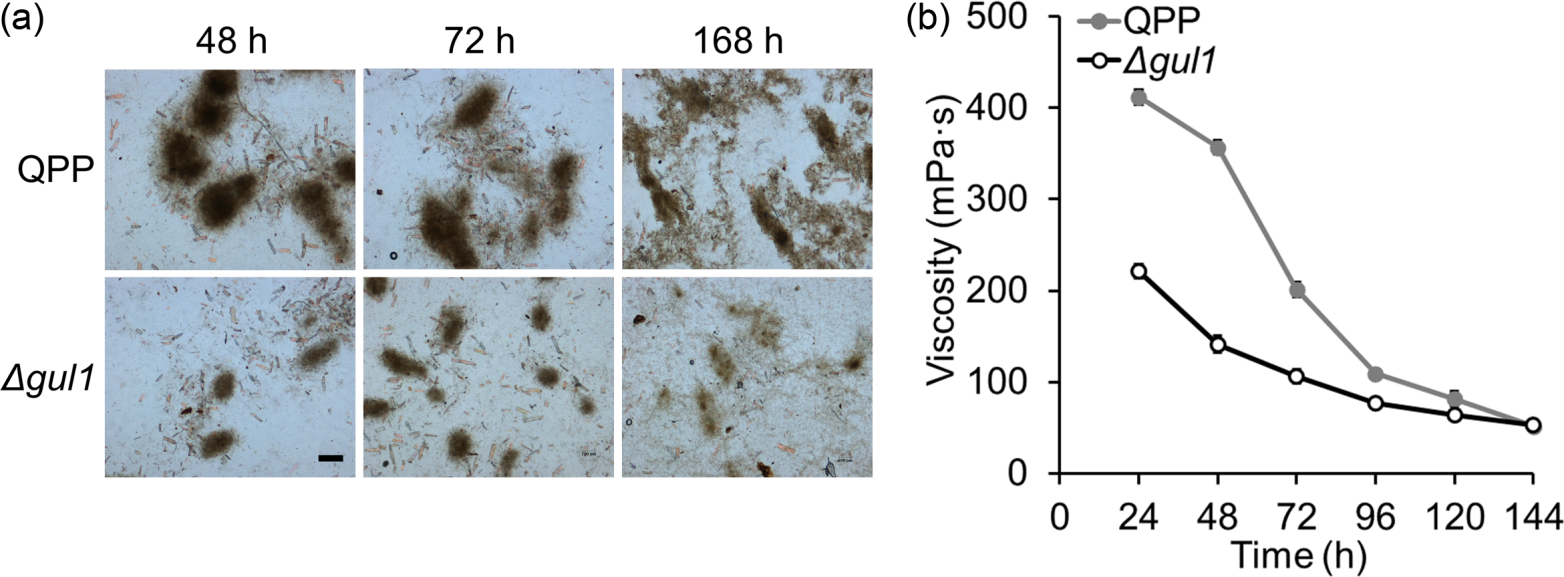
Comparison of the morphology and broth viscosity of strains during cellulase production. (a) Representative microscopic images of mycelia. Scale bar, 200 μm. (b) The viscosities of fermentation broths. Data represent mean ± S.D. (error bars) from duplicate cultivations.

The production level of cellulase (measured as filter paper enzyme, FPase) of the Δ*gul1* strain was higher than those of reference strains (Fig. 5a). The cellulase activity of Δ*gul1* at 168 hr was 3.38 U/ml, 22% higher than that of QPP. Consistently, Δ*gul1* produced more proteins to the culture, particularly for some proteins with apparent molecular weights of ∼60 kDa (Fig. 5b and c). The production level of cellulase was similar with those reported for *T. reesei* in many studies, such as 1.9 U/ml (Culbertson et al., 2013), 2.0–4.5 U/ml (Gao, Qian, et al., 2017a), and 1.6–2.3 U/ml (Novy et al., 2016). Nevertheless, further engineering of genes directly involved in cellulase production (e.g., transcription factors) and process optimization are needed to achieve higher production levels (Ellilä et al., 2017; Novy et al., 2019).

**Fig. 5.**
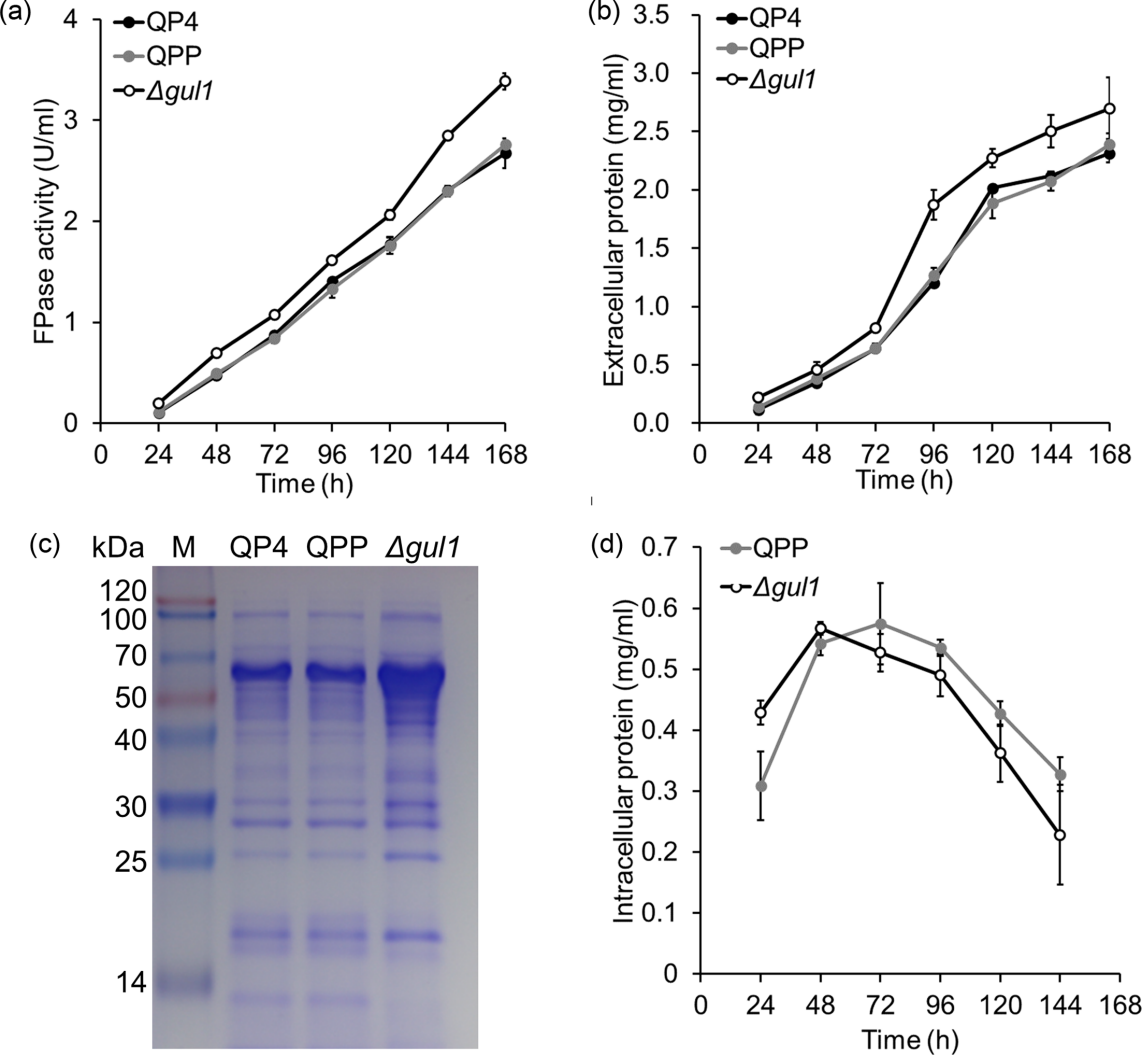
Cellulase production by Δ*gul1* and reference strains. (a) FPase activity. (b) Extracellular protein concentration. (c) SDS–PAGE of culture supernatants sampled at 96 hr. The samples were loaded with equal volumes (30 μl). (d) Intracellular protein concentration representing biomass level. Data represent mean ± S.D. (error bars) from triplicate cultivations.

To clarify if the decrease broth viscosity and increased protein production in Δ*gul1* was due to any change in cell biomass abundance, intracellular proteins were extracted and determined to indirectly study cell growth in cellulose medium (Bischof et al., 2013). As shown in Fig. 5d, the growth of Δ*gul1* was in advance compared with the reference strain, with a higher biomass accumulated before 48 hr. The maximum biomass was similar between the strains. Thus, the decreased viscosity of fermentation broth for Δ*gul1* should be due to the change in morphology of mycelium.

The relationship between *gul1* and broth viscosity was further confirmed by the construction and examination of the *gul1*-overexpression strain OE*gul1* (Supplementary Fig. S2). In the cellulase production medium, the broth of OE*gul1* showed significantly higher viscosities than that of QPP, especially in the early stage of cultivation (Fig. 6a). The cellulase production level of OE*gul1* was similar with that of QPP at 24 hr, but became lower along with the fermentation (Fig. 6a). In summary, the results of *gul1* overexpression study are in agree with those from *gul1* disruption.

**Fig. 6.**
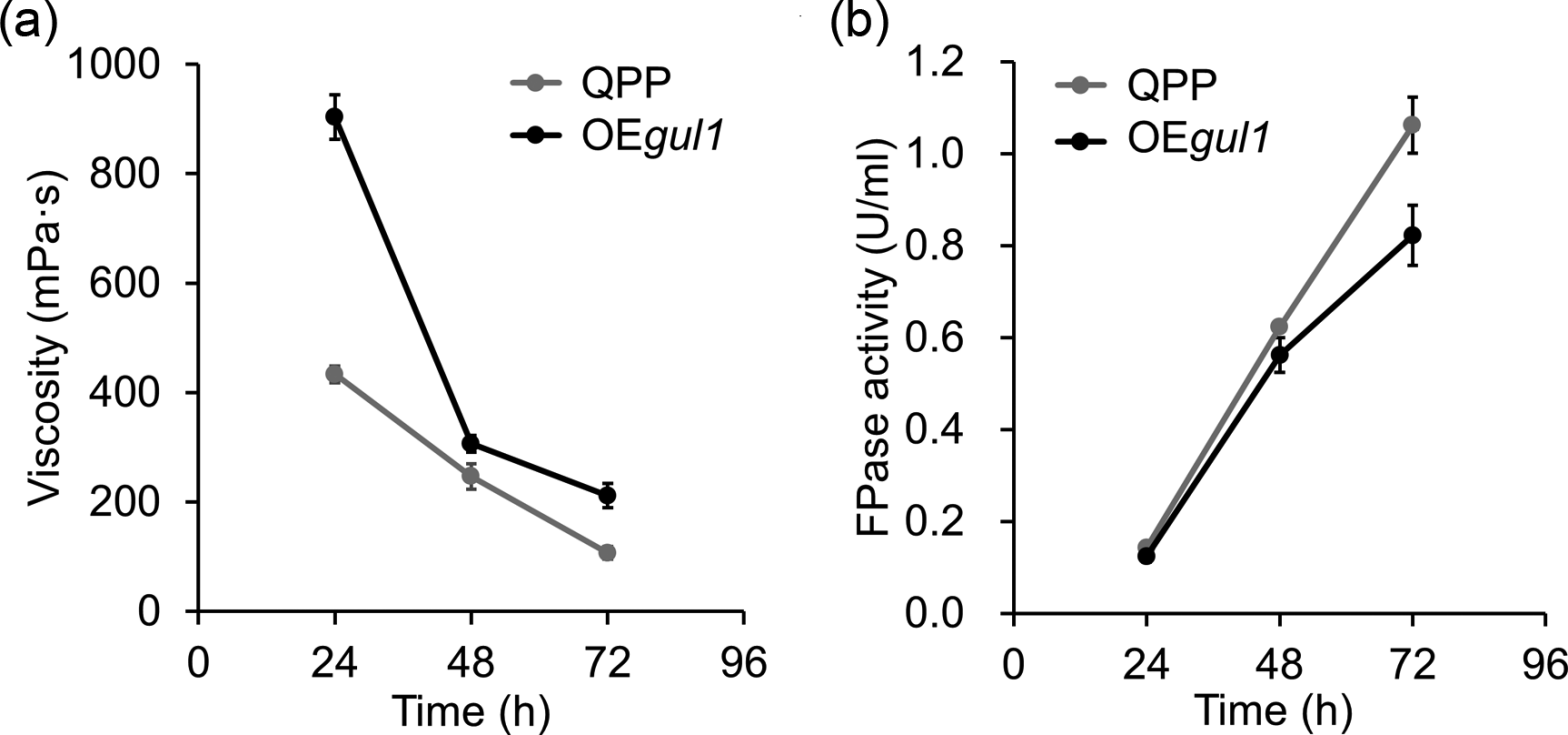
The effect of *gul1* overexpression on cellulase production. (a) The viscosities of fermentation broths of OE*gul1* and reference strain QPP. (b) Cellulase production by OE*gul1* and QPP. Data represent mean ± S.D. (error bars) from triplicate cultivations.

### Disruption of *gul1* Caused a Modest Transcriptomic Change During Cellulase Production

While Ssd1 is believed to mainly regulate the translation of its target mRNAs, it could also stabilize at least some of the targets and therefore affect the abundance of transcripts (Ohyama et al., 2010). In addition, the changes in mycelial morphology and cell wall integrity (see next section) caused by *gul1* disruption may indirectly affect the transcription level of some genes. Therefore, the transcriptomes of Δ*gul1* and QPP grown in cellulose medium (at 48 hr) were compared using the RNA-seq technology.

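Both strains descend from the uridine auxotrophic strain QP4 and carry the marker gene *pyrG*, at the *gul1* locus in Δ*gul1* and at a random site in QPP. For each strain, 3 cultures were grown for 36 hr in minimal medium and then for 48 hr in medium with 10 g/l cellulose, and their mRNA was sequenced as paired reads. The authors mapped the reads with HISAT2, counted fragments per gene with HTSeq, and deposited the FPKM of 9113 genes in each of the 6 libraries. These values were not scaled between libraries beyond the per-million total. The total fragments that this unit divides by could be recovered from the steps of the values. They lay between 17654286 and 21659230 per library, with a median of 20030943 in QPP and 19323608 in Δ*gul1*. Between 8821 and 8871 genes were above 0 FPKM in each library. For the values reported here, FPKM were divided by median-of-ratios size factors, which lay between 0.931 and 1.07, and log2 was taken after adding a pseudocount of 1. The strains were compared with limma (empirical Bayes with a trend on mean expression) over the 9006 genes above 0 FPKM in at least 1 library. A gene was called differentially expressed by the thresholds of the paper, an absolute log2 fold change above 1 and an unadjusted *p* under 0.05. Because of the pseudocount, these fold changes understate those of genes of low FPKM. An exact permutation test of 3 libraries against 3 cannot give a two-sided *p* below 0.1, so calls rest on the limma fit.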

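With the FPKM scaled by size factors, 168 genes were upregulated and 188 downregulated in Δ*gul1* relative to QPP. Of these 356 genes, 355 also had an adjusted *p* under 0.05 (limma with Benjamini-Hochberg adjustment). Without a threshold on the fold change, 1309 genes were higher and 1354 lower at that adjusted *p*, which of all alternatives moved the counts most. With the FPKM as deposited, the median log2 fold change of all genes tested rose from 0.01 to 0.14, and 237 genes were upregulated and 150 downregulated, so that 61.2% of the calls were higher in Δ*gul1* in place of 47.2%. After scaling, the FPKM of the strains did not overlap for 355 of the 356 genes. Such separation was found for 4053 of the 9006 genes tested, where chance gives 10%. Among called genes with a mean of at least 10 FPKM, the largest log2 fold change was that of *ooc1*, which rose from 90.9 ± 40.0 to 1691 ± 252 FPKM (SD, n = 3; log2 fold change 4.15, SE 0.336, adjusted *p* = 0.000121 by limma with Benjamini-Hochberg adjustment). TRIREDRAFT_70919 followed with 4.03, TRIREDRAFT_59151 with 3.66 and TRIREDRAFT_123236 with 3.64. The first rank depends on the pseudocount, since with 0.1 in place of 1 TRIREDRAFT_70919 was above *ooc1* (4.24 against 4.17). The largest decrease after *gul1* itself was that of the xylanase gene *xyn5* (TRIREDRAFT_112392), from 42.4 ± 15.4 to 2.04 ± 1.05 FPKM (log2 fold change −3.96, SE 0.341, adjusted *p* = 0.000161 by limma with Benjamini-Hochberg adjustment). TRIREDRAFT_104423, TRIREDRAFT_104227 and TRIREDRAFT_103049, annotated as an endo-polygalacturonase gene, came next with −3.41, −3.16 and −3.14. With the pseudocount of 0.1, the decrease of TRIREDRAFT_103049 (−3.48) was larger than that of TRIREDRAFT_104227 (−3.22). All of these genes were called with any 1 library left out.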

Among the 9,113 genes analyzed, 272 and 249 genes were significantly upregulated and downregulated, respectively, in Δ*gul1* relative to QPP (Supplementary Table S2 and Supplementary Fig. S3). Gene Ontology term enrichment of the differentially expressed genes suggested that the transcript abundance of membrane proteins, glycoside hydrolases, and oxidoreductases had more significant changes. Within the 228 glycoside hydrolase, carbohydrate esterase and polysaccharide lyase genes annotated by Häkkinen et al. (2012), 17 genes were significantly upregulated, while 42 were downregulated, in Δ*gul1* (Supplementary Table S2). These genes included 6 of the 18 chitinase genes in *T. reesei* (Seidl et al., 2005). Specifically, *chi18-12* and *chi18-15* were upregulated, while *chi18-14, chi18-16, chi18-17*, and *chi18-18* were downregulated, in *Δgul1* (Supplementary Fig. S3). In addition, genes encoding chitosanases, α-1,6-mannanases and β-1,3-glucanases, which are probably involved in cell wall remodeling, were also found in the differentially expressed genes.

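Supplementary Table S2 gives a CAZy family or class for 59 genes, which the study selected from these same libraries. In the limma fit, 17 of the 59 genes were higher and 42 lower in Δ*gul1* under every scaling tried, with a median log2 fold change of −1.21. Of these, 13 passed both thresholds as upregulated and 37 as downregulated. Over the alternatives tried, these counts lay between 11 and 17 and between 32 and 42. An adjusted *p* under 0.05 (limma with Benjamini-Hochberg adjustment) was found for 57 genes when adjusted over all genes tested and for 59 adjusted over the list alone, which is not independent evidence, since the list was chosen on these libraries. The full set of annotated genes from which the list was drawn was not analysed here. The highest log2 fold change of the list was that of TRIREDRAFT_55886, a glucan endo-1,3(4)-β-D-glucosidase gene of family GH16, which rose from 2.73 ± 1.47 to 23.3 ± 7.16 FPKM (SD, n = 3; log2 fold change 2.62, SE 0.336, adjusted *p* = 0.00105 by limma with Benjamini-Hochberg adjustment).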

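The deposited table names 15 chitinase genes by their *chi18* symbols, and Supplementary Table S2 adds *chi18-18* (TRIREDRAFT_66041). Of these 16 genes, 6 were called differentially expressed, 2 higher and 4 lower, and 8 had an adjusted *p* under 0.05 (limma with Benjamini-Hochberg adjustment), both over all genes tested and adjusted over the list alone. The number called lay between 5 and 8 over the alternatives. *chi18-12* rose from 76.9 ± 33.0 to 222 ± 28.6 FPKM (SD, n = 3), a log2 fold change of 1.46 (SE 0.318, adjusted *p* = 0.0116, limma). *chi18-15* rose from 108 ± 22.7 to 265 ± 45.5 FPKM, a log2 fold change of 1.14 (SE 0.183, adjusted *p* = 0.00307, limma) that was 0.96 without QPP replicate 3, under the threshold. *chi18-14* fell from 8.81 ± 1.90 to 1.15 ± 0.230 FPKM, with a log2 fold change of −2.29 (SE 0.158). The log2 fold change of *chi18-18* was −2.21 (SE 0.154), from 23.2 ± 3.12 to 4.81 ± 1.13 FPKM. *chi18-16* was at 7.70 ± 0.896 FPKM in QPP and 3.44 ± 0.517 FPKM in Δ*gul1* (log2 fold change −1.10, SE 0.116), and with the FPKM as deposited its log2 fold change was −0.97. *chi18-17* was at 2.40 ± 0.277 FPKM in QPP, from 51 to 69 fragments per library, and at 0.117 ± 0.0907 FPKM in Δ*gul1*, from 1 to 5 fragments, so that its log2 fold change of −1.67 (SE 0.0979) is damped by the pseudocount. *chi18-1* had 1 fragment in 1 QPP library and 0 in the others, so that no difference was detectable at this depth.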

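The genes of these kinds in Supplementary Table S2, which the study selected from these libraries, are 3 chitosanase, 3 α-1,6-mannanase and 8 β-1,3-glucanase genes. Of the chitosanase genes, TRIREDRAFT_42152 rose from 1.40 ± 0.334 to 5.62 ± 0.770 FPKM (SD, n = 3; log2 fold change 1.35, SE 0.132, adjusted *p* = 0.000293 by limma with Benjamini-Hochberg adjustment). TRIREDRAFT_70341 had a log2 fold change of 1.16 (SE 0.230), which was 0.93 without Δ*gul1* replicate 1. TRIREDRAFT_66789 had 1 to 4 fragments in the QPP libraries and 8 to 18 in the Δ*gul1* libraries, and its log2 fold change of 0.65 (SE 0.138) was not past the threshold. This value is damped by the pseudocount of 1, and was 1.96 with a pseudocount of 0.1. The α-1,6-mannanase genes TRIREDRAFT_27395 and TRIREDRAFT_55802 went opposite ways. The former rose from 75.4 ± 12.2 to 250.3 ± 22.6 FPKM (log2 fold change 1.57, SE 0.123), and the latter fell from 71.8 ± 1.96 to 34.1 ± 2.86 FPKM (log2 fold change −1.21, SE 0.0803). Of the 8 β-1,3-glucanase genes, 5 were higher and 3 lower in Δ*gul1* under every scaling tried. With the main scaling, 4 were called as upregulated and 2 as downregulated, and with the FPKM as deposited 5 and 1. TRIREDRAFT_124175 reached 1000.1 ± 92.7 FPKM in Δ*gul1* from 386 ± 79.8 FPKM in QPP (log2 fold change 1.23, SE 0.151). TRIREDRAFT_79602 rose from 8.32 ± 1.43 to 31.4 ± 4.93 FPKM (log2 fold change 1.65, SE 0.152). The calls of TRIREDRAFT_108776 (1.05, SE 0.147) and TRIREDRAFT_122511 (−1.02, SE 0.129) depended on single libraries. The former was 0.93 without Δ*gul1* replicate 2 and 0.96 without QPP replicate 3. The latter was −0.91 without QPP replicate 3 and −0.92 without Δ*gul1* replicate 3. TRIREDRAFT_39755 (log2 fold change 1.00, SE 0.0898) and TRIREDRAFT_73256 (−0.76, SE 0.113) did not pass the threshold. TRIREDRAFT_73256 was at 0.918 ± 0.165 FPKM in QPP and 0.176 ± 0.125 FPKM in Δ*gul1*, so that the pseudocount of 1 damps its change. With a pseudocount of 0.1 these log2 fold changes were 1.02 and −2.08, past the threshold.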

Glycosylphosphatidylinisotol (GPI) anchored proteins, which are known to be attached to membrane or cell wall in fungi, are involved in cell wall biogenesis, integrity and cell adhesion (Gonzalez et al., 2009). 

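Supplementary Table S3 lists the 86 *T. reesei* genes predicted from their protein sequences to encode GPI anchored proteins, a list that does not depend on these libraries. All 86 were found in the deposited table. Of these, 44 were higher and 42 lower in Δ*gul1*, with a median log2 fold change of 0.01, while 53 were higher with the FPKM as deposited and 41 with upper quartile scaling. In the limma fit, 5 genes passed both thresholds as upregulated and 7 as downregulated, and with the FPKM as deposited these were 6 and 4. An adjusted *p* under 0.05 (limma with Benjamini-Hochberg adjustment) was found for 47 of the 86 genes when adjusted over all genes tested, and for 52 adjusted over the list alone. Called genes were more frequent in the list than among the other genes tested, with an odds ratio of 4.04 (two-sided Fisher's exact test, *p* = 0.000132). The odds ratio lay between 2.80 and 4.18 over the alternatives tried.

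**Figure D2:**
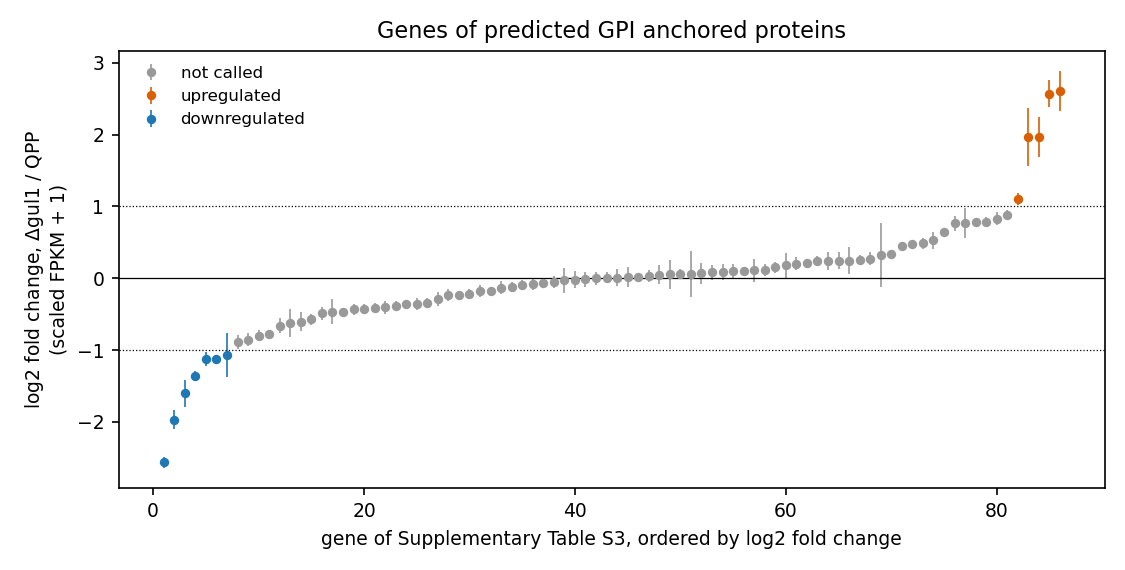
Log2 fold change of scaled FPKM plus 1 between Δ*gul1* and QPP for the 86 genes of Supplementary Table S3, ordered by their value (points, limma estimates from 3 libraries of each strain; bars, standard errors; dotted lines, thresholds of 1 either way). 5 genes pass the threshold as upregulated and 7 as downregulated with FPKM scaled by size factors.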

Eighty-six GPI anchored protein-encoding genes were predicted in *T. reesei* (see section Materials and Methods), of which 14 were differentially expressed in in Δ*gul1* relative to QPP. These genes are predicted to encode a β-1,3-glucanosyltransferase, an α-1,6-mannanase, and putative cell wall mannoproteins with unknown functions (Supplementary Table S3). 

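The α-1,6-mannanase gene among them, TRIREDRAFT_122495, rose from 3.06 ± 0.951 to 25.3 ± 4.49 FPKM (SD, n = 3; log2 fold change 2.57, SE 0.192, adjusted *p* = 8.33e-05 by limma with Benjamini-Hochberg adjustment). TRIREDRAFT_123475, whose closest yeast protein in Supplementary Table S3 is the flocculin FLO11, rose from 490.6 ± 22.0 to 1182 ± 126 FPKM, a log2 fold change of 1.10 (SE 0.0815). The genes with the cell wall mannoprotein DAN4 as closest yeast protein all fell. TRIREDRAFT_120189 had the lowest log2 fold change of the 86 genes, −2.57 (SE 0.0774, adjusted *p* = 2.46e-06, limma), from 358 ± 25.4 to 66.7 ± 5.03 FPKM. The other DAN4-like genes, TRIREDRAFT_123191 and TRIREDRAFT_120821, both had −1.12, and −0.96 and −0.97 with the FPKM as deposited. TRIREDRAFT_21412, similar to the agglutinin subunit AGA1, fell from 695.7 ± 122 to 196 ± 23.7 FPKM (log2 fold change −1.97, SE 0.134). TRIREDRAFT_105444, similar to the cell wall stress sensor WSC2, had a log2 fold change of −1.60 (SE 0.193). The highest value was that of TRIREDRAFT_124277, 2.61 (SE 0.281). This rank depends on the pseudocount of 1, since with 0.1 TRIREDRAFT_122495 was above it (2.88 against 2.66). TRIREDRAFT_122975 and TRIREDRAFT_108642 each had 1.97, with standard errors of 0.283 and 0.407. TRIREDRAFT_121417, with no similar yeast protein, was at 2.96 ± 1.87 FPKM in QPP and 0.876 ± 0.277 FPKM in Δ*gul1*. Its log2 fold change of −1.07 was −0.72 without QPP replicate 2 and −0.95 without Δ*gul1* replicate 3. TRIREDRAFT_106998 (−0.62, SE 0.193) and TRIREDRAFT_64181 (−0.60, SE 0.136), both at or under 1.46 FPKM on average in either strain, did not pass the threshold. With a pseudocount of 0.1 they were at −1.89 and −1.11, past it.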

The significant upregulation of two hydrophobin genes was also noted. The gene *hfb1* with a role in hyphal development (Askolin et al., 2005) and another class II hydrophobin gene TRIREDRAFT_106538 were upregulated by 9.91- and 10.83-fold, respectively, in Δ*gul1* relative to QPP.

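The transcript of *hfb1* was at 3.17 ± 2.32 FPKM in QPP and 34.8 ± 29.2 FPKM in Δ*gul1* (SD, n = 3). The ratio of the mean scaled FPKM was 9.91. It was 5.34 without Δ*gul1* replicate 2, the library with 67.0 FPKM, and 15.2 without QPP replicate 2, the highest of the QPP libraries. The log2 fold change of *hfb1* was 2.78 (SE 0.680, adjusted *p* = 0.0189 by limma with Benjamini-Hochberg adjustment), and it lay between 2.13 and 3.45 with each library left out in turn. Every Δ*gul1* library was above every QPP library (two-sided exact permutation test, *p* = 0.1, the smallest that 3 libraries against 3 allow), while the highest library was 6.77 times the lowest in Δ*gul1* and 6.59 times in QPP. TRIREDRAFT_106538 was at 204 ± 66.9 FPKM in QPP and 2460.3 ± 331 FPKM in Δ*gul1*. The ratio of its mean scaled FPKM was 10.8, between 9.09 and 12.2 with each library left out, and its log2 fold change was 3.48 (SE 0.246, adjusted *p* = 6.30e-05, limma). Of the other hydrophobin genes that the deposited table names, *hfb2* had 57708 ± 866 FPKM in QPP and 64835 ± 2473 FPKM in Δ*gul1*, with a log2 fold change of 0.01. Its SE of 0.497 comes from the empirical Bayes step of limma and is far wider than the spread of these libraries. *hfb3* fell from 7764 ± 296 to 5379 ± 448 FPKM (log2 fold change −0.69, SE 0.147, adjusted *p* = 0.0106, limma), without passing the threshold.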

Unexpectedly, the transcription levels of genes encoding major cellulases and hemicellulases were decreased in Δ*gul1* (Supplementary Table S2). In addition, the gene *xyr1*, which encodes a key transcriptional activator for cellulase/hemicellulase expression (Stricker et al., 2006), was downregulated (by around 40%) in Δ*gul1*. These results suggested that the improved cellulase production in Δ*gul1* strain was not likely due to increased cellulase gene expression.

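Supplementary Table S2 gives names to 24 cellulase and hemicellulase genes, which the study selected from these libraries. Of the 24 genes, 23 were lower in Δ*gul1* and 1, the β-glucosidase gene *bgl3i*, was higher, under every scaling tried. The median log2 fold change was −1.56, and 22 genes were called as downregulated. With the FPKM as deposited, the median was −1.40 and 19 were called as downregulated. The mean log2 value over the list was 9.28 ± 0.123 in the QPP libraries and 7.66 ± 0.0869 in the Δ*gul1* libraries (SD, n = 3; two-sided exact permutation test, *p* = 0.1, the smallest that 3 libraries against 3 allow). The cellobiohydrolase gene *cbh1*/*cel7a* fell from 27852 ± 1289 to 9953 ± 465 FPKM (log2 fold change −1.64, SE 0.232, adjusted *p* = 0.00167 by limma with Benjamini-Hochberg adjustment). It was called under 15 of the 16 alternatives set beforehand, and not with quantile normalization, where its log2 fold change was −0.52. For *cbh2*/*cel6a* (TRIREDRAFT_72567), the decrease was from 21497 ± 1229 to 7244 ± 694 FPKM (log2 fold change −1.73, SE 0.206). Among the endoglucanase genes, *egl1*/*cel7b* had a log2 fold change of −2.28 (SE 0.0989) and *egl2*/*cel5a* of −1.39 (SE 0.137). The β-glucosidase gene *bgl1*/*cel3a* fell from 379 ± 43.3 to 81.9 ± 9.38 FPKM, a log2 fold change of −2.35 (SE 0.118). The acetyl esterase gene *aes1* (TRIREDRAFT_121418) was at −1.07 (SE 0.0946), and at −0.91 with the FPKM as deposited, short of the threshold, as it was at −0.995 without QPP replicate 3. *xyl3b* (TRIREDRAFT_58450), at 1.38 ± 0.213 FPKM in QPP, had a log2 fold change of −0.90 (SE 0.103) and was not called. The pseudocount of 1 damps this value, which was −1.90 with a pseudocount of 0.1, past the threshold. The 12 genes that the deposited table itself names with a *cel* symbol are a list not drawn from the changes in these libraries. Of these 12 genes, 10 were lower and 2 higher in Δ*gul1* (9 lower with quantile normalization), 5 were called, and the median log2 fold change was −0.69. All 5 called genes are also in the study's list. The 12 leave out *cel6a*, *cel45a* and *cel74a*, which the deposited table lists by locus tag.

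**Figure D3:**
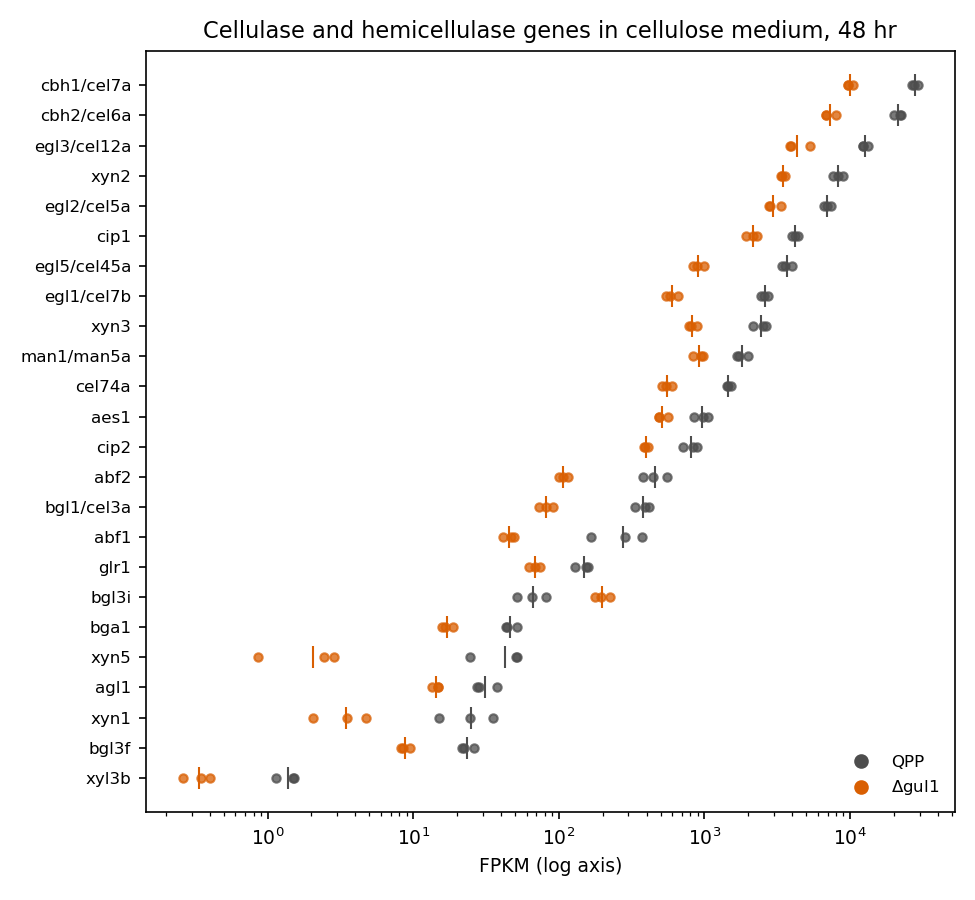
FPKM of the 24 cellulase and hemicellulase genes named in Supplementary Table S2 (log axis) in the 3 QPP and 3 Δ*gul1* libraries (points, libraries; vertical ticks, means), with the genes ordered by their mean in QPP. Of the 24 genes, 23 are lower in Δ*gul1* and *bgl3i* is higher under every scaling tried.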

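The transcript of *xyr1* was at 433 ± 47.1 FPKM in QPP and 275 ± 3.04 FPKM in Δ*gul1* (SD, n = 3). The mean scaled FPKM was 43.1% lower in Δ*gul1*, and between 38.7% and 45.1% lower with each library left out in turn. The log2 fold change was −0.80 (SE 0.0871, adjusted *p* = 0.000473 by limma with Benjamini-Hochberg adjustment), smaller than the threshold of 1 set for differentially expressed genes. Over the alternatives tried it lay between −0.86 and −0.65.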

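The paper starts from the higher cellulase production of Δ*gul1*, then compares the transcript levels of the cellulase and hemicellulase genes and of their activator *xyr1* in cellulose medium, and finds both lowered. From this, the paper proposes that the gain in production is unlikely to come from higher expression of the cellulase genes.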

### The *gul1* Gene is Involved in Cell Wall Integrity Maintenance in *T. reesei*

Both *S. cerevisiae SSD1* and *N. crassa gul-1* contribute to the maintenance of cell wall integrity (Lin et al., 2018; Mir et al., 2009). Given the similar effects of *gul1/gul-1* disruption on mycelial morphology between *T. reesei* and *N. crassa*, we examined the tolerance of Δ*gul1* to commonly used cell wall stressing dyes (Ram & Klis, 2006). Compared with the reference strain QPP, Δ*gul1* was significantly more sensitive to Congo red and Calcofluor white (Fig. 7), suggesting a weaker ability to modulate cell wall integrity in this mutant. The sensitivity to heat (cultivation at 37°C) and high osmolarity (0.5 M KCl) of Δ*gul1* was similar or slightly lower compared with QPP (Fig. 7), indicating that *gul1* is not involved in the tolerance to these stresses.

**Fig. 7.**
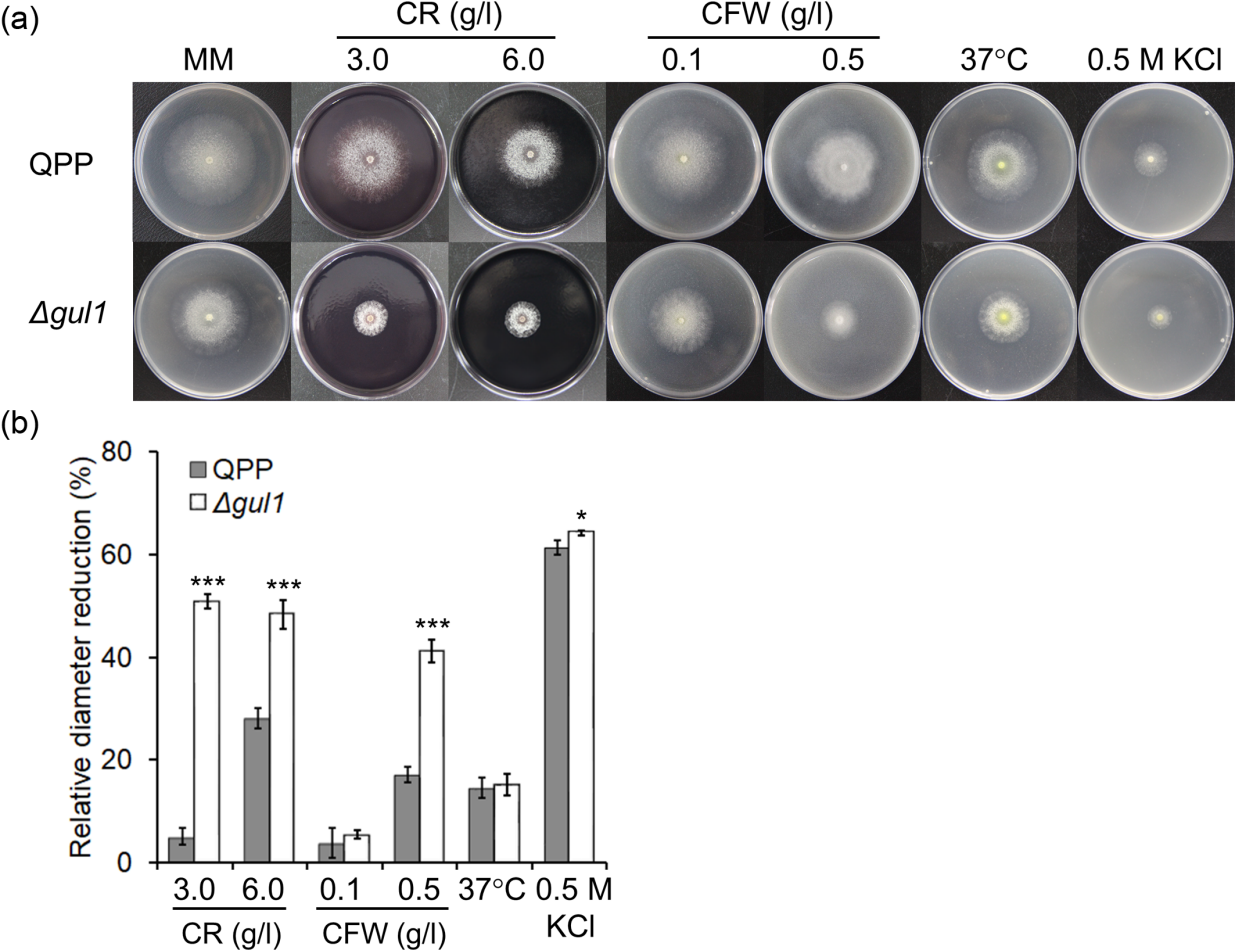
The sensitivity of Δ*gul1* and reference strain QPP to environmental stresses. (a) Colonies of strains under different cultivation conditions. (b) The reduction in colony diameter relative to that of the same strain growing on minimal medium at 30°C. Photos were taken and colony diameters were measured after 5 days of cultivation. MM, minimal medium. CR, Congo red; CFW, Calcofluor white. Data represent mean ± S.D. (error bars) from triplicate cultivations. ^*^p < .05; ^***^p < .001.

## Discussion

The morphology of mycelia is an important parameter in industrial fermentation for filamentous fungi (Cairns et al., 2019). For cellulase producing fungi, hyper-producing mutants with altered morphologies have been obtained through classical mutagenesis. For example, a mutant of *Myceliophthora thermophila* with high cellulase productivity formed small mycelial fragments in submerged culture, resulting in reduced viscosity (Visser et al., 2011). For *T. reesei*, a cellulase high producing mutant was found to form shorter, thicker and more frequently branched hyphae than the parent strain (He et al., 2016). Considering the close relationship between hyphal branch frequency, protein secretion ability and culture viscosity (Bocking et al., 1999), several genes involved in hyphal branching have been manipulated to test whether the production of secreted proteins could be improved. However, the mutants with increased hyphal branching (e.g., disruption mutants of the gene encoding Rho GTPase RacA/Rac1) did not always led to reduction in culture viscosity and/or enhanced protein secretion (Fiedler et al., 2018; Fitz et al., 2019). In this study, the disruption of gene *gul1* resulted in more branched hyphae and reduced culture viscosity in *T. reesei*, providing an effective target for rational strain engineering. It should be noted that the Δ*gul1* strain formed more lateral branches (Fig. 2a), while mutations in actin or RacA/Rac1 (regulating actin behaviors) genes usually formed more dichotomous branches (Kwon et al., 2011; Virag & Griffiths, 2004). Therefore, different types of “hyper-branching” might have different effects on mycelial morphology and protein secretion, which is worth being studied in the future.

The viscosity of fermentation broths during cellulase production showed rapid decreases between 24 and 48 hr, when cell biomass was still increasing (Figs 4 and 5). This inconsistence should be due to the change in mycelial morphology during fermentation, which needs to be further studied. In *A. niger*, the roughness of mycelial clumps was found to be correlated to broth rheology among several morphological parameters (Olsvik et al., 1993). Here, Δ*gul1* formed smaller clumps with less hyphal interactions (particularly in the early stage) compared with the reference strain, which could explain its lower broth viscosity throughout fermentation.

Many of the phenotypical changes observed in the Δ*gul1* strain (e.g., hyperbranching, lower viscosity and reduced cell wall integrity) are similar with those of *gul-1* deletion mutant in *N. crassa* (Lin et al., 2018). This highlights the significance of using the *N. crassa* gene deletion mutant library to identify genes determining important traits in biotechnology studies. To our knowledge, this is the first time that *gul1* manipulation was used for engineering the morphology of an industrial fungus. Comparative transcriptome analysis showed the transcript abundances of a set of genes with putative roles in cell wall remodeling or cell development changed in Δ*gul1* (Supplementary Table S2), of which many were also differentially expressed in the *N. crassa* Δ*gul*-*1 strain*. 

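TRIREDRAFT_22914, which Supplementary Table S2 places in family GH72 and lists as a probable GPI anchored protein, was at 494 ± 21.2 FPKM in QPP and 215 ± 15.5 FPKM in Δ*gul1* after 48 hr in cellulose medium (SD, n = 3). Its log2 fold change was −1.36 (SE 0.0708, adjusted *p* = 1.65e-05 by limma with Benjamini-Hochberg adjustment), between −1.41 and −1.30 with each library left out in turn. TRIREDRAFT_66792, of family GH17, was at 479 ± 23.9 FPKM in QPP and 199 ± 21.2 FPKM in Δ*gul1*, a log2 fold change of −1.42 (SE 0.0839, adjusted *p* = 2.98e-05, limma). The *N. crassa* orthologs were not analysed here.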

For examples, the genes TRIREDRAFT_22914 (encoding a β-1,3-glucanosyltransferase) and TRIREDRAFT_66792 (encoding a β-1,3-endoglucanase) were both downregulated in Δ*gul1*, and similar downregulations of their orthologs were also detected in *N. crassa* Δ*gul-1*. The orthologs of *Aspergillus nidulans phiA*, which is required for normal phialide development, showed significantly increased transcript abundances in both Δ*gul1* and Δ*gul-1*. 

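In *T. reesei*, the gene that Supplementary Table S2 annotates as the cell wall protein PhiA is TRIREDRAFT_122127. Its transcript was at 884 ± 143 FPKM in QPP and 3063 ± 314 FPKM in Δ*gul1* (SD, n = 3), a log2 fold change of 1.64 (SE 0.141, adjusted *p* = 0.000157 by limma with Benjamini-Hochberg adjustment).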

The changes in the transcript abundance of these genes might contribute to the altered morphologies of *gul1*/*gul-1* disruption mutants.

Deletion of *gul-1* in *N. crassa* increased the production of extracellular β-glucosidase but not that of major cellulases (Lin et al., 2018). However, the *T. reesei* Δ*gul1* strain showed higher cellulase production level than the reference strain, which is beneficial from an industrial perspective. Interestingly, the cellulase genes were found to be downregulated in Δ*gul1* but not in Δ*gul-1*. Considering the rapid decrease of cellulase gene expression after early induction by cellulose (Cao et al., 2017), the effect of *gul1* disruption on cellulase gene expression needs to be investigated in time-course experiment.

The Cbk1-Ssd1 pathway is similar between *S. cerevisiae* and *N. crassa* in several aspects despite their different morphologies. In both species, the pathway is involved in the establishment of cell polarity and the maintenance of cell wall integrity. Recently, Gao et al. reported that the silencing of *cot-1* homolog in *T. reesei* resulted in more frequent hyphal branching and increased cellulase production in the early stage of fermentation (Gao et al., 2020). The results of them and us suggest that the above pathway is also conserved in *T. reesei*. While the molecular mechanism of regulation by Ssd1 in *S. cerevisiae* has been relatively clear (Kurischko, Kim, et al., 2011; Kurischko, Kuravi, et al., 2011), there is no direct evidence that its homologs also control the localization and translation of mRNAs encoding cell wall proteins. For the 14 Ssd1-bound mRNA targets supported by two independent studies (Hogan et al., 2008; Jansen et al., 2009), only *CTS1* (encoding an endochitinase) has an ortholog in *T. reesei* (*chi18-17*). Therefore, Ssd1/GUL1 might evolve with different targets in different fungal species. The identification of GUL1-bound targets (e.g., by RNA immunoaffinity purification) is expected to reveal the regulatory mechanism of GUL1, which is important for the understanding and precise engineering of cell morphogenesis in filamentous fungi.

## Supplementary Material

kuab012_Supplemental_Files Click here for additional data file.

## Data Availability

The RNA-Seq data have been deposited in the Gene Expression Omnibus database under the accession number GSE147192.

# Supplementary material for: Disruption of the Trichoderma reesei gul1 gene stimulates hyphal branching and reduces broth viscosity in cellulase production
**Source:** J Ind Microbiol Biotechnol. 2021 Feb 10;48(1-2):kuab012. doi: 10.1093/jimb/kuab012
**Supplement:** kuab012_Supplemental_Files

# **Disruption of the *Trichoderma reesei gull* gene stimulates hyphal branching and reduces broth viscosity in cellulase production**

Qinqin Zhao<sup>1</sup>, Qin Liu<sup>1</sup>, Qi Wang<sup>2</sup>, Yuqi Qin<sup>2</sup>, Yaohua Zhong<sup>1</sup>, Liwei Gao<sup>1,2\*</sup>, Guodong Liu<sup>1,3\*</sup>, Yinbo Qu<sup>1,3</sup>

## **Supplemental file 1:**

Fig. S1; Fig. S2; Fig. S3; Supplementary Table S1.

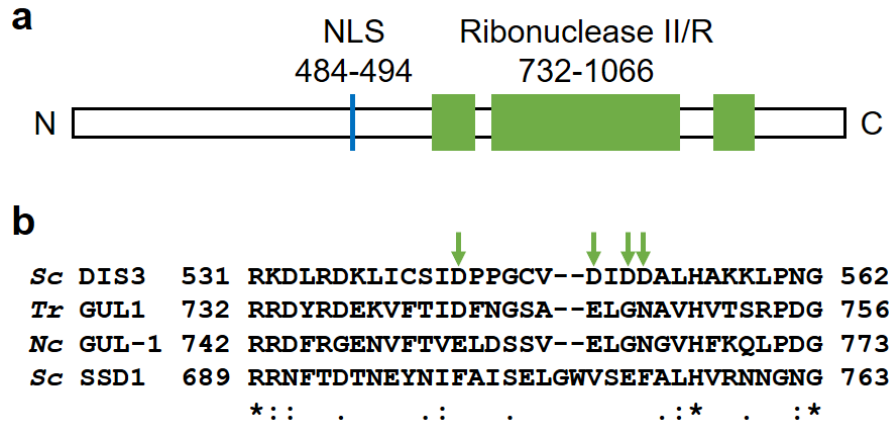

**Supplementary Fig. S1** The sequence of *T. reesei* GUL1. **a** Schematic presentation of GUL1. The predicted domains (amino acids 625-700: IPR041505, Dis3-like cold-shock domain; 732-1066: IPR001900, Ribonuclease II/R; 1117-1189: IPR041093, DIS3-like exonuclease 2, C-terminal) are shown in green color. The nuclear localization signal (NLS) sequence was deduced from the alignment with *S. cerevisiae* SSD1 [1]. **b** Comparison of the amino acid sequence surrounding nuclease active site in RNase DIS3 of *S. cerevisiae* with the homologous regions in GUL1 orthologues. The aspartic acid residues involved in magnesium ion binding in DIS3 are marked with arrows [2]

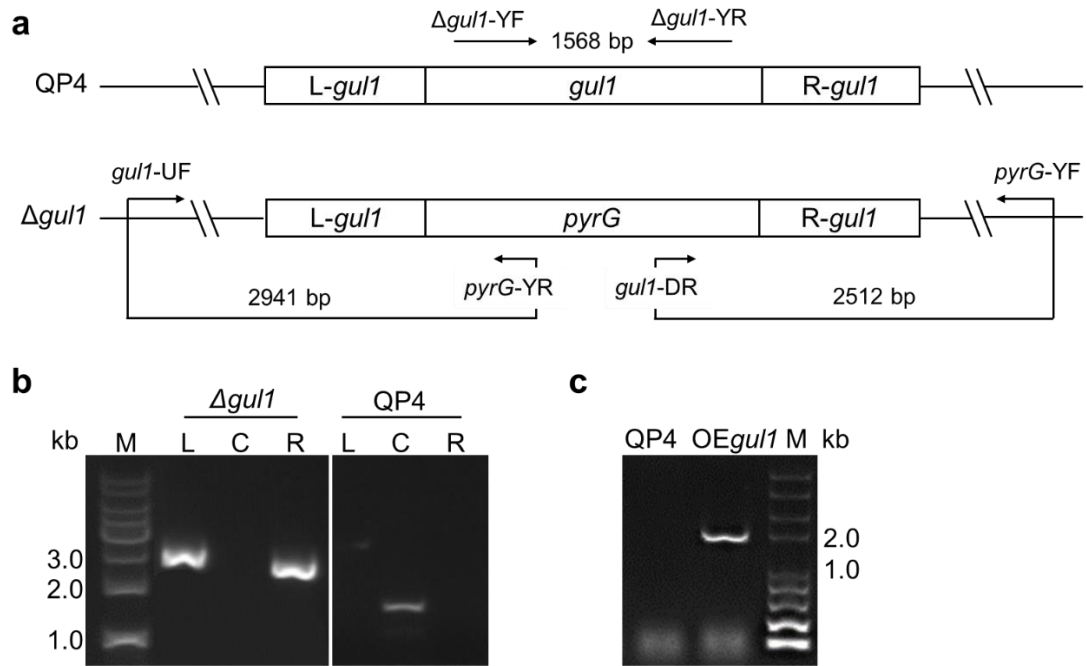

**Supplementary Fig. S2** Identification of the *gul1* manipulation strains via PCR. **a** Schematic representation of the genomic organization of the *gul1* locus in QP4 and  $\Delta$ *gul1* strain. **b** PCR analysis of *gul1* disruption strain and its parent QP4. Primer pairs *gul1*-UF/*pyrG*-YR (lane L) and *pyrG*-YF/*gul1*-DR (lane R) should generate a product of 2941 bp and 2512 bp in  $\Delta$ *gul1*, respectively. Primer pair  $\Delta$ *gul1*-YF/ $\Delta$ *gul1*-YR (lane C) should generate a product of 1568 bp in QP4 but not in  $\Delta$ *gul1*. **c** PCR analysis of *gul1* overexpression strain and its parent QP4. Primer pairs *Ppdc1*-YF/*gul1*-YR should generate a product of 2018 bp in OE*gul1* but not in QP4

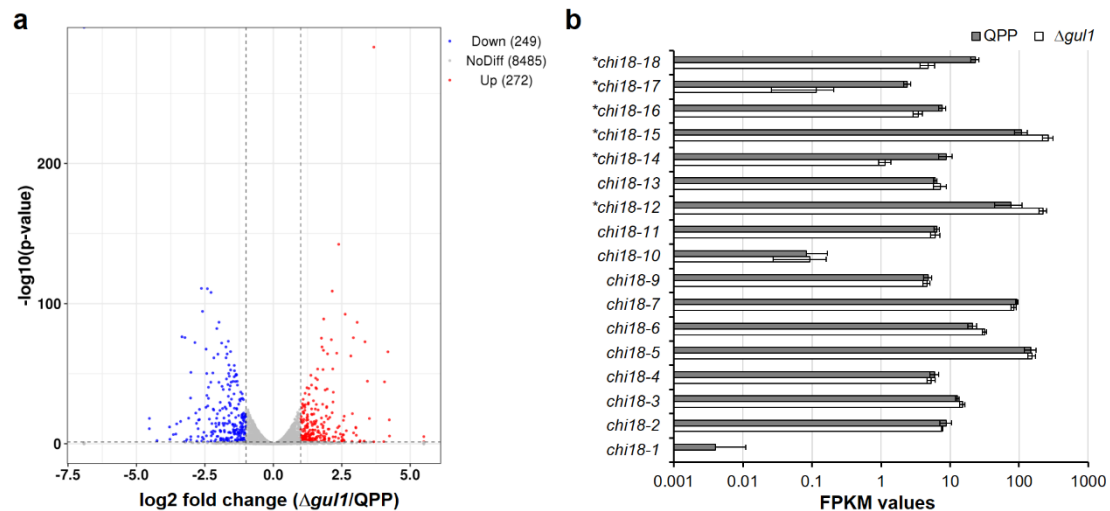

**Supplementary Fig. S3** Transcriptional changes of genes between  $\Delta gull$  and reference strain QPP in cellulose medium. **a** Volcano plot of the transcriptional changes of all detected genes. **b** Transcript abundances (fragments per kilobase of exon model per million reads mapped, FPKM) of chitinase genes [3]. Data represent mean  $\pm$  S.D. (error bars) from triplicate cultivations. Genes of significantly differential expression are labeled with asterisks

## References

1. Kurischko C, Kuravi VK, Herbert CJ, Luca FC (2011) Nucleocytoplasmic shuttling of Ssd1 defines the destiny of its bound mRNAs. *Molecular Microbiology* 81:831-849. doi:10.1111/j.1365-2958.2011.07731.x
2. Lorentzen E, Basquin J, Tomecki R, Dziembowski A, Conti E (2008) Structure of the Active Subunit of the Yeast Exosome Core, Rrp44: Diverse Modes of Substrate Recruitment in the RNase II Nuclease Family. *Molecular Cell* 29:717-728. doi:10.1016/j.molcel.2008.02.018
3. Seidl V, Huemer B, Seiboth B, Kubicek CP (2005) A complete survey of *Trichoderma chitinases* reveals three distinct subgroups of family 18 chitinases. *FEBS J* 272:5923-5939. doi:10.1111/j.1742-4658.2005.04994.x

**Supplementary Table S1** Primers used in this study

| Primer           | Sequence                                            | Product/Function                                        |
|------------------|-----------------------------------------------------|---------------------------------------------------------|
| gull-UF          | GCGGCAACTGAAGCATCAAC                                | <i>gull</i> upstream sequence                           |
| gull-UR          | ATTGGGTGTTACGGAGCATTAGCCTG<br>GTTCTCCTCCTCTGG       |                                                         |
| gull-DF          | GATAACATTGACCAGCGGCTAGACAT<br>CAAATAGTTGCCTTACC     | <i>gull</i> downstream sequence                         |
| gull-DR          | CCGTCCATAGTCCGAAAC                                  |                                                         |
| pyrG-F1          | CCAGAGGAGGAGAACCAGGC                                | <i>A. niger pyrG</i>                                    |
| pyrG-R1          | AGCCGCTGGTCAATGTTATC                                |                                                         |
| gull-NF          | GGCTGGGTGAAGCTGGTTC                                 | <i>gull</i> knock-out cassette                          |
| gull-NR          | ACGAGGCTGTTTGGGTGAGA                                |                                                         |
| pyrG-YF          | TGCAGGCTGCGCAACAGTAT                                | $\Delta$ <i>gull</i> strain identification with gull-DR |
| pyrG-YR          | TGTAGCAGTGACTGACCCTT                                | $\Delta$ <i>gull</i> strain identification with gull-UF |
| $\Delta$ gull-YF | ACCCAAGGTCAATCTCAGGACC                              | <i>gull</i> internal sequence                           |
| $\Delta$ gull-YR | TTTGCTCTCTCGTGCCAGGCGA                              |                                                         |
| Ppdc1-F          | GCTCTTCTCCAAGCTGTACCCGT                             | <i>Ppdc1</i> promoter                                   |
| Ppdc1-R-gull     | GGCGGCTGCTGTTGCTGGTCCATGAT<br>TGTGCTGTAGCTGCGCTGCT  |                                                         |
| gull-F-Ppdc1     | AGCAGCGCAGCTACAGCACAATCAT<br>GGACCAGCAACAGCAGCCGCC  | <i>gull</i> coding and downstream sequences             |
| gull-R-pyrG      | AGACGAGACACGACGGCGGAATTCA<br>ATTTGCTCATAATCTGCTCCGA |                                                         |
| pyrG-F-gull      | TCGGAGCAGATTATGAGCAAATTGA<br>ATTCCGCCGTCGTGTCTCGTCT | <i>A. niger pyrG</i>                                    |
| pyrG-R           | CTAGCTTATCGATGGAACCAATG                             |                                                         |
| Ppdc1-NF         | AGGACTTCCAGGGGCTACTTGGCG                            | <i>gull</i> over-expression cassette                    |
| pyrG-NR          | TGTACTAGTTAGTAATGATGATG                             |                                                         |
| Ppdc1-YF         | TGTTACGATGGATAGGTTCCAAC                             | OE <i>gull</i> strain identification                    |
| gull-YR          | TTGCAGTGCCTGAAGCTGGCTGA                             |                                                         |

How the deposited data were processed for this re-analysis (not part of the article)

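The data are 6 RNA-seq libraries of *T. reesei*, 3 from the reference strain QPP and 3 from the strain Δ*gul1*, each from a separate culture grown for 36 hr in minimal medium and then for 48 hr in medium with 10 g/l cellulose. Strain and replicate number were taken from the labels of the libraries, which match the paper. No library was left out, and no other experiment of the paper (growth, viscosity, enzyme activity, dye sensitivity, overexpression of *gul1*) is covered by these files.

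The authors mapped clean paired reads to the QM6a assembly with HISAT2, counted fragments on each gene with HTSeq, and deposited FPKM values, 1 table of 9113 genes by 6 libraries without replicates being pooled. The deposited FPKM are scaled by gene length and by a per-million total, not between libraries. The FPKM of all 521 genes of Supplementary Table S2 are those of the deposited table to rounding (3126 of 3126 values). Whether counting used the strand is not stated in the paper or its supplements, so overlapping genes and near-identical copies share an uncertainty that could not be resolved here.

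Because FPKM times gene length is a whole multiple of a constant in each library, the fragments behind each value were recovered for 9002 of the 9006 genes above 0 FPKM, for 8647 of them with 1 possible gene length and for 355 with more than 1. The recovered totals that the FPKM are divided by were 20030943, 21659230 and 18877793 fragments in QPP replicates 1 to 3 and 20652886, 17654286 and 19323608 in Δ*gul1* replicates 1 to 3. A gene at or under 3 fragments in both strains is reported without a fold change. For genes with more than 1 possible length the longest was taken, so their fragments are an upper bound. The fragments on genes with 1 possible length make up 95.8 to 97.0% of these totals, and those on all genes 97.8 to 98.8% with the shortest and 100.3 to 101% with the longest possible lengths. These fragments were used for the depth, for this floor and for 1 added alternative, and the FPKM for everything else.

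FPKM were divided by median-of-ratios size factors and log2 was taken after adding a pseudocount of 1. All 9006 genes above 0 FPKM in at least 1 library were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with strain as the only term, since these are the only 2 groups. Genes were called by the thresholds of the paper, an absolute log2 fold change above 1 and an unadjusted p under 0.05, and adjusted p-values are Benjamini-Hochberg values over all genes tested. Mean and SD are of the FPKM as deposited. Ratios of means (the fold of *hfb1* and TRIREDRAFT_106538, the percent decrease of *xyr1*) use the FPKM after scaling. With 69 genes that carry a name or are discussed by the paper, log2 ratios of means computed this way differed from those printed in Supplementary Table S2 by at most 5.0e-06.

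Gene names come from the deposited table, from the supplementary tables of the paper and from a table of the QM6a assembly's genes that also gives their coordinates, so scaffold names and strands are not given here. Of the 9113 genes, 8875 are listed by locus tag and 238 by symbol only, and 234 of the latter were placed by gene order. Genes to name in the text were chosen from every gene that the paper names in its text and that these tables identify, the named cellulase, hemicellulase, chitinase and hydrophobin genes, the genes of Supplementary Table S3 that the paper calls, the 2 annotated genes on each side of *gul1*, and the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes with a mean of at least 10 FPKM whose FPKM as deposited do not overlap between the strains. Members of the cellulase, hemicellulase and chitinase lists that are not named are given in counts and medians only. The genes of the cell wall enzyme classes, *hfb2* and *hfb3* and the first genes of the neighbouring groups were added to this rule after their values had been seen. The list of *cel* symbols, 12 secretory pathway genes and 42 ribosomal protein genes were drawn up from gene symbols and annotation.

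Gene lists were compared by Fisher's exact test with all genes tested as background, by exact permutation of the 6 libraries for list means, and against 10000 random lists of the same size matched on mean expression. Adjacent called genes were compared with 10000 random gene orders. The smallest p that an exact permutation of 3 libraries against 3 can give is 0.1. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

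The limma fit was tested on simulated libraries drawn from the fitted means and spread of 8925 genes, 200 of them changed 4-fold. The fit recovered 194 of the 200 (97%) in the right direction and called 0 unchanged genes, of which 4.84% had an unadjusted p under 0.05.

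Alternatives tried were FPKM as deposited, upper quartile scaling, quantile normalization, pseudocounts of 0.1 and 0.01, a minimum mean of 1 FPKM, eBayes without a trend, a threshold on the adjusted p with and without one on the fold change, replicate number as a block, and each library left out in turn. A voom fit on the recovered fragments was added after seeing the data. Gene Ontology enrichment and the full set of carbohydrate-active enzyme genes were not analysed here, since the annotations behind them are not part of the files.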

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

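All tests in this part, apart from the one on the expression level of neighbouring genes, were chosen only after the result was seen.

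TRIREDRAFT_106378, the gene next to *gul1*, is listed in Supplementary Table S2 but not discussed in the paper's text. It was higher in Δ*gul1* by a log2 fold change of 2.82, in 3 of 3 libraries. Of all genes tested, 8 had a log2 fold change as high or higher, itself included. Of all genes, 0.176% have an adjacent gene with a change as high, which argues against a chance position beside the deleted gene. Scaling between the libraries left its log2 fold change between 2.79 and 2.96. A local effect of the deletion and the inserted marker, such as transcription running on from the cassette, and an effect of the lost GUL1 protein on this gene cannot be told apart, because a single deleted locus carries both. Of the 9 other genes among the 10 nearest to *gul1*, 0 were called. One of them, TRIREDRAFT_77086, had an adjusted p under 0.05 (log2 fold change 0.73, adjusted p = 0.000691 by limma with Benjamini-Hochberg adjustment), and their median log2 fold change was 0.09. A local effect, if there is one, may thus be short in range, but reads that cross the cassette were not available to test it. QPP carries the same marker at another site, so the marker's presence alone does not separate the strains, while its position does.

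Genes called in the same direction lie side by side more often than chance gives, a pattern the paper does not report. There were 51 adjacent pairs, 21 upregulated and 30 downregulated, against 10 pairs in opposite directions. Random orders of the tested genes gave a mean of 6.89 pairs and at most 17 (permutation p = 0.0001, the smallest that 10000 orders can give). Orders drawn within 10 classes of mean expression gave 7.09, which argues against similar expression of neighbours as the cause. Fragments shared between abutting or overlapping gene models would bring the pairs close together. However, 30 of the 51 pairs lie over 1 kb apart, where random orders gave a mean of 3.54, and the median gap of the pairs was 1312 bp against 1037 bp for other adjacent genes. The pairs form 37 groups of 88 genes, 10 of them with 3 or more genes. The longest is a group of 5 downregulated genes from TRIREDRAFT_66751 to TRIREDRAFT_66758, with a median log2 fold change of −1.54. One group of 4 upregulated genes from TRIREDRAFT_122975 to TRIREDRAFT_65736 holds *ooc1*, and the other runs from TRIREDRAFT_4146 to TRIREDRAFT_32243. The tables thus argue against the technical explanations tested. Regulation shared by neighbouring genes is a candidate explanation, as a hypothesis found and tested on the same libraries, which cannot separate a direct effect of the lost protein from a consequence of altered growth or morphology. Duplicated neighbouring genes that share reads or a regulator stay open as well, since no sequence was at hand to test them.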

How the results depend on the processing

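The alternatives were set before the data were examined, except the voom fit on recovered fragments, which was chosen after seeing the data. The replicate block, eBayes without a trend and the thresholds on the adjusted p cannot move a log2 fold change. They thus test only the counts and the odds ratio. Of the 13 results followed, 8 kept their direction, their side of the threshold or their count within 1.5 times under all 17 alternatives. These are the log2 fold changes of *gul1* (−6.93 to −5.58), *hfb1* (2.13 to 3.45), TRIREDRAFT_106538 (3.17 to 3.66) and *xyr1* (−0.86 to −0.65), the counts of upregulated (11 to 17) and downregulated (32 to 42) carbohydrate-active enzyme genes and of chitinase genes (5 to 8), and the odds ratio of the GPI anchored protein genes (2.80 to 4.18).

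The 168 upregulated genes became 289 with a pseudocount of 0.1, 314 with a pseudocount of 0.01, and 317 with the added voom fit. The pseudocount enters the fold change directly and raises it for genes of low FPKM. With an adjusted p under 0.05 and no threshold on the fold change, there were 1309 upregulated and 1354 downregulated genes, which follows from dropping a threshold. The same setting gave 47 GPI anchored protein genes in place of 12, and 634 neighbouring pairs in place of 51. The pairs were 87 with a pseudocount of 0.01 and 87 with the voom fit. The median log2 fold change of the cellulase and hemicellulase genes was −1.40 with the FPKM as deposited and −1.29 with quantile normalization, against −1.56. Both moves exceed the spread of 0.123 between libraries. For quantile normalization the cause was not tested, but the move was uneven over the list. The log2 fold change of *cel7a*, which had the highest FPKM of the list, went from −1.64 to −0.52. By the log2 ratio of means, *cel6a* (TRIREDRAFT_72567) went from −1.73 to −1.02, while *cel3a* stayed at −2.37 and *abf2* at −2.24. The FPKM as deposited move the median of all genes by about as much as that of the list. Relative to the median of all genes, the list was then at −1.54.

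With each library left out in turn, from 163 to 181 genes were upregulated and from 182 to 197 downregulated, 11 or 12 GPI anchored protein genes were called, the cellulase and hemicellulase median lay between −1.60 and −1.51, and from 47 to 53 neighbouring pairs were found. None of these 6 fits changed one of the 13 results in the sense above. The ratio of mean FPKM of *hfb1* rests on single libraries, with 9.91 with all libraries, 5.34 without Δ*gul1* replicate 2 and 15.2 without QPP replicate 2. Among the genes named in the text, the calls of *chi18-15* (0.96 without QPP replicate 3), TRIREDRAFT_121417 (−0.72 without QPP replicate 2, −0.95 without Δ*gul1* replicate 3), TRIREDRAFT_70341 (0.93 without Δ*gul1* replicate 1), TRIREDRAFT_108776 (0.96 without QPP replicate 3, 0.93 without Δ*gul1* replicate 2), TRIREDRAFT_122511 (−0.91 without QPP replicate 3, −0.92 without Δ*gul1* replicate 3) and *aes1* (TRIREDRAFT_121418, −0.995 without QPP replicate 3) were lost with a single library left out. TRIREDRAFT_39755 was called without QPP replicate 3 or without Δ*gul1* replicate 1 (1.06 each), and not with all libraries. The adjusted p of *hfb1* ranged from 0.000168 to 0.0536 over the alternatives (limma with Benjamini-Hochberg adjustment).

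The strains share replicate numbers, but the numbers do not pair the samples. Over 8153 genes, the deviations of same-numbered libraries from their strain means had correlations of −0.09, 0.18 and 0.37. With replicate number as a block, 169 genes were upregulated and 188 downregulated, and 0 of the 13 results changed. In this balanced design a block cannot move a log2 fold change, so only the counts and the odds ratio could have changed. In both strains *hfb1* was highest in replicate 2 and lowest in replicate 3, and the standard error of its log2 fold change was 0.169 with the block and 0.680 without. Whether depth limits the calls was not tested.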

Differences from the paper's values

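The number of genes upregulated in Δ*gul1* was 168, against the paper's 272. Among the alternatives set before the data were examined, the FPKM as deposited (237 genes upregulated) and pseudocounts of 0.1 (289) and 0.01 (314) came within 1.5 times the paper's count. With the FPKM as deposited, however, the 150 genes downregulated lay outside that range of the paper's 249, while the 188 of the main scaling and the counts with pseudocounts of 0.1 (260) and 0.01 (280) lay within it. Upper quartile scaling (166), quantile normalization (161), a minimum mean of 1 FPKM (167), eBayes without a trend (168), the replicate block (169), the adjusted p with a fold change threshold (167) and without one (1309) and the fits that each left out one library (163 to 181) did not. The voom fit on recovered fragments, chosen after seeing the values, gave 317.

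The 356 genes called here are all in Supplementary Table S2 with the same direction. Another 165 genes of that table were not called, 104 that the paper gives as upregulated and 61 as downregulated. All 165 had the same sign here, 161 had an unadjusted p under 0.05 by limma, 144 were called with a pseudocount of 0.1 and 159 with the added voom fit. With the pseudocount of 0.1, 500 genes of the table were called, and 49 others.

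Of the genes that the paper discusses as differentially expressed, the following were not called: the chitosanase gene TRIREDRAFT_66789 (log2 fold change 0.65), the β-1,3-glucanase genes TRIREDRAFT_39755 (1.00) and TRIREDRAFT_73256 (−0.76), the β-xylosidase gene *xyl3b* (TRIREDRAFT_58450, −0.90) and the GPI anchored protein genes TRIREDRAFT_106998 (−0.62) and TRIREDRAFT_64181 (−0.60). All of these passed both thresholds with pseudocounts of 0.1 and 0.01, passed the adjusted p under 0.05 without a fold change threshold, and passed with the voom fit added after seeing the values. TRIREDRAFT_39755 also passed with the FPKM as deposited (1.15), with quantile normalization, without QPP replicate 3 (1.06) and without Δ*gul1* replicate 1 (1.06). Without the last 2 of these genes, 12 of the GPI anchored protein genes were called, where the paper counts 14. The paper describes *xyr1* as downregulated. Its log2 fold change of −0.80 lies under the threshold used for differentially expressed genes, it passed the adjusted p without that threshold, and the size of the decrease did not differ from the paper's.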

Other observations

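Of the tests in this part, those on the secretory pathway genes, the ribosomal protein genes and the expression level of GPI anchored protein genes were set before their values were seen, and the others were chosen only after the result was seen.

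The split of the 6 libraries by strain was 1 of 10 splits into 3 and 3, and no other split gave as many called genes. The other 9 gave 0 to 12 called genes against 356. With 10 splits the share cannot fall under 0.1, so chance cannot be told apart by this count alone. 0 genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) in any of the other splits, with between 76 and 418 at an unadjusted p under 0.05, against 3689 in the split by strain.

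The GPI anchored protein genes held 12 called genes. Random lists of 86 genes matched on mean expression held a median of 4 and between 1 and 8 (central 95%), and 0.05% of them held as many, which argues against expression level as the reason for the enrichment of called genes.

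Of the genes that the paper lists and the limma fit did not call, 144 of 165 were called with a pseudocount of 0.1, and 141 had a mean under 5 FPKM. This is consistent with the pseudocount of 1 damping the fold change of genes of low expression. It does not say which of the settings is nearer the true change. In simulated libraries, the smaller pseudocount recovered 200 of 200 changed genes and called 15 unchanged ones, where the fit with a pseudocount of 1 recovered 194 and called 0. These libraries had 1 dispersion for all genes and no changed gene under a mean of 1 FPKM, so losses at lower expression were not tested.

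The decrease of the cellulase and hemicellulase genes was weighed against 2 technical explanations. The median log2 fold change was −1.40 with the FPKM as deposited, so the scaling between libraries is not its source. The list was picked from these libraries, but among the 12 genes with a *cel* symbol, picked by name, the median was −0.69, and 0.02% of random lists matched on mean expression had a lower one. The size of the decrease is smaller in that list, so part of the −1.56 of the study's list may come from its selection. That list is incomplete, however, since *cel6a* (−1.73), *cel45a* (−2.17) and *cel74a* (−1.56) are listed by locus tag and fall outside it. How much of the gap is due to selection thus stays open. The biological explanations, a later or earlier stage of the culture at 48 hr or a direct effect of the lost protein, stay open as untested, since there is 1 time point.

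A higher yield of secreted protein could come with more transcript of the secretory pathway. None of the 12 secretory pathway genes was called, and 4 had an unadjusted p under 0.05 and 2 an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, *snc1* and *ypt1*, named after their values were seen). Their median log2 fold change was 0.10, with 9 of 12 higher (10 with quantile normalization). It was 0.04 without QPP replicate 3 and 0.05, with 8 of 12 higher, without Δ*gul1* replicate 2. With all libraries, 94.22% of matched random lists had a lower median, short of the 95% set beforehand. All 12 were higher with the FPKM as deposited, where the median of all genes moves too, and relative to that median the list was at 0.11. The means of the list overlapped between the strains (two-sided exact permutation test, p = 0.2), so that a small rise cannot be told apart from chance with these libraries.

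The gene listed as *cot1*, the name of the kinase that the paper places in a pathway with *N. crassa* GUL-1, had a log2 fold change of −0.06 (SE 0.0608, adjusted p = 0.538 by limma with Benjamini-Hochberg adjustment).

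The 42 ribosomal protein genes were all lower in Δ*gul1* (39 of them without Δ*gul1* replicate 2), with a median log2 fold change of −0.20, and 0.46% of matched random lists had a lower one. None of them was called, 22 had an unadjusted p under 0.05 and 12 an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). With the FPKM as deposited 32 of the 42 were lower and with quantile normalization 40, and relative to the median of all genes the list was at −0.19. The means of the list overlapped between the strains (two-sided exact permutation test, p = 0.2). A change in growth state between the strains may be behind this shift, but it cannot be told apart from variation between cultures, because ribosomal protein genes rise and fall together and 3 cultures of each strain are few.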
